# The coding and noncoding transcriptome of *Neurospora crassa*

**DOI:** 10.1186/s12864-017-4360-8

**Published:** 2017-12-19

**Authors:** Ibrahim Avi Cemel, Nati Ha, Geza Schermann, Shusuke Yonekawa, Michael Brunner

**Keywords:** *Neurospora*, Transcriptome, Noncoding RNA, Antisense, Splicing

## Abstract

**Background:**

Long non protein coding RNAs (lncRNAs) have been identified in many different organisms and cell types. Emerging examples emphasize the biological importance of these RNA species but their regulation and functions remain poorly understood. In the filamentous fungus *Neurospora crassa,* the annotation and characterization of lncRNAs is incomplete.

**Results:**

We have performed a comprehensive transcriptome analysis of *Neurospora crassa* by using ChIP-seq, RNA-seq and polysome fractionation datasets*.* We have annotated and characterized 1478 long intergenic noncoding RNAs (lincRNAs) and 1056 natural antisense transcripts, indicating that 20% of the RNA Polymerase II transcripts of *Neurospora* are not coding for protein. Both classes of lncRNAs accumulate at lower levels than protein-coding mRNAs and they are considerably shorter. Our analysis showed that the vast majority of lincRNAs and antisense transcripts do not contain introns and carry less H3K4me2 modifications than similarly expressed protein coding genes. In contrast, H3K27me3 modifications inversely correlate with transcription of protein coding and lincRNA genes. We show furthermore most lincRNA sequences evolve rapidly, even between phylogenetically close species.

**Conclusions:**

Our transcriptome analyses revealed distinct features of *Neurospora* lincRNAs and antisense transcripts in comparison to mRNAs and showed that the prevalence of noncoding transcripts in this organism is higher than previously anticipated. The study provides a broad repertoire and a resource for further studies of lncRNAs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4360-8) contains supplementary material, which is available to authorized users.

## Background

Recent genome-wide transcriptome analyses have documented the complexity of eukaryotic transcriptomes [1–3] and revealed that a substantial portion of the genome gives rise to non-protein coding RNAs (ncRNAs) [4, 5]. ncRNA species share common post-transcriptional modifications with protein-coding messenger-RNAs (mRNAs), including splicing and polyadenylation signals [6] but lack an open reading frame. These RNA types include ribosomal RNAs, transfer RNAs, microRNAs and long non-coding RNAs (lncRANs). In the past decade, particular attention was given to the ever-expanding class of lncRNAs, which are predicted to regulate important cellular processes, such as dosage compensation, imprinting, regulation of chromatin states [7–10], cell fate determination [11] and gene silencing [12, 13]. Nonetheless, the function of most lncRNAs remains uncharacterized.

One class of lncRNAs is natural antisense transcripts, which are transcribed from overlapping loci on the opposite strand of the DNA. They were found to regulate gene expression and thus provide an additional level of control by RNA-mediated mechanisms [14, 15]. Antisense RNAs may or may not code for proteins. They have been reported to exert their regulatory effects on the corresponding sense mRNAs via epigenetic regulation, chromatin remodeling [16–18], RNA-RNA interactions and post-transcriptional mechanisms, including regulation of mRNA processing and transport [19, 20]. The prevalence of lncRNAs has been reported in a wide range of eukaryotic organisms including plants [21], fungi [22, 23] and mammals [6, 14].

The 40-megabase genome of *Neurospora crassa* harbors 9730 protein-coding genes [24] and a broad spectrum of long intergenic ncRNAs (lincRNAs) as well as antisense transcripts [23]. In *Neurospora*, a well-documented example of an antisense lncRNA, *qrf,* was shown to regulate the core circadian clock gene *frequency (frq)* [25, 26]. Furthermore, the antisense transcript was found to be necessary to establish DNA methylation at the *frq* promoter [27].

Here we annotate and characterize 1478 lincRNAs and 1056 antisense transcripts in *Neurospora crassa* using published and new deep-sequencing data that includes RNA-seq, RNA polymerase II (RNAPII) ChIP-seq and polysome fractionation. Our data indicate that about 20% of the RNA polymerase II (RNAPII) transcripts of *Neurospora* are non-coding. We also confirmed annotated splice sites and identified new splice junctions and alternative splice sites, which are rare in *Neurospora*. In addition, we provide for the scientific community to access our webpage, which features a collection of genome-wide deep sequencing data for the model *Neurospora crassa*.

## Methods

### Unit detection pipeline and lincRNA detection

The *N. crassa* genome (NC10 genome model) was segmented into non-overlapping 50 base pair (bp) units (bins). αN-terminus RNAPII ChIP-seq [28] and pooled RNA-seq datasets [29–31] (accession numbers: SRX547956, SRX547981, SRR341283.4, SRR341284.2, SRR341429.4, SRR1578070, SRR1578069, SRR1636058; total RNA-seq read count of the pooled dataset is 174,462,581) were used to quantify the mapped reads per 50 bp unit. In order to detect continuous transcription units, logistic regression model (*glm* function, R [32]) was applied:

$$ logit\left({\pi}_i\right)=\log \left(\frac{\pi_i}{1-{\pi}_i}\right)={\beta}_0+{\beta}_1{x}_{i(rna)}+{\beta}_2{x}_{i(Pol)}+e $$

In the formula, *π*_*i*_ denotes the coding indication, which assume to follow a binomial distribution (*Binomial*(*n*_*i*_, *π*_*i*_) ), while *x*_*i*(*rna*)_ and *x*_*i*(*Pol*)_ denotes the *i*_*th*_ unit coverage from RNA-seq and RNAPII ChIP-seq datasets, respectively. The training set was created by selecting 60% of the genome. Natural logarithm (ln) ratio of 1.5 was used as the cut-off value and continuous units with read counts higher than the cut-off were merged. The detected transcription units were compared to the NC10 genome model using *bedtools* [33]*.* The read counts were normalized to the length of the transcription units. The transcription units that overlapped with the annotated *Neurospora* genes were classified as coding genes and intergenic (at least 500 bp distant from a coding gene) non-overlapping transcription units were classified as possible lincRNA genes. The median read count of the polysomal RNA-seq of the detected coding regions was used to exclude intergenic transcripts present in polysomes (*n* = 434) (see text). *Wt* H3K4me2 ChIP-seq (accession number SRX550077) and *wt* H3K27me3 ChIP-seq datasets (accession number SRX1818756), which were used to characterize the presence of these histone marks on the novel intergenic transcripts (see Fig. 2a; Additional files 1 and 2: Figure S1d, e and S2b), were previously reported. The optimal averaging window size for the smoothening of the RNAPII ChIP-seq index analysis in Fig. 2a was determined based on the curve of the sum of absolute differences as the function of the window sizes.

### Strand-specific RNA-seq and antisense RNA detection

The wild type *Neurospora* strain (FGSC#2489) used in this study was acquired from FGSC. The strain was grown in standard liquid growth medium that contains 2% glucose, 0.5% L-arginine, 1× Vogel’s medium and was cultured into mats. Mycelial discs were cut out from the mats, grown for 1 day in light under constant shaking at 115 rpm at 25 °C and transferred to darkness for 24 h before light exposure (100 μE). The discs were harvested at indicated time points (0, 30, 60, 120 min). Total RNA was prepared with peqGOLD TriFAST (peqLab, Erlangen, Germany). Sequencing libraries were prepared using NEBNext Ultra Directional RNA prep Kit for Illumina (E7420). RNAs were selected by purifying polyA+ transcripts. Total read counts are 12,294,480; 20,401,017; 24,757,383 and 12,114,415 for 0, 30, 60 and 120 min time points, respectively.

The raw reads were mapped to the *Neurospora* genome (NC10) using Bowtie 2.1.0 [34]. The parameters for mapping were set to allow up to three mismatches. The counts were normalized between samples by total count and to the length of the transcription units. Similarly to lincRNA detection analysis, the *N. crassa* genome (NC10 genome model) was segmented into non-overlapping 50 bp units (bins) and logistic regression (*glm,* R [32]) was fitted for Watson and Crick strands separately (see the above given formula). The antisense transcripts were identified from the fitted model using 1.5 ln-ratio as cut-off and having minimum 10 reads per 50 bp unit. Using *bedtools* [33], overlapping sense / antisense pairs (only if both sense and antisense units contained above cut-off read counts) were selected and the identified antisense fragments were merged if they were mapped to the same annotated protein-coding gene. The pairs were further filtered based on gene distance (distance < 500 bp), in order to eliminate false-positive hits due to overlapping protein-coding genes.

### Detection of the coding genes which expressed an antisense RNA only

Sense and antisense read counts for all *Neurospora* protein coding genes were calculated with HTSeq [35] in the strand-specific RNA-seq datasets (wild type, in dark and in 30 min light). The counts were normalized between samples by total count. Loci with only antisense coverage were identified by selecting the genes, where the average sense coverage was below 1 (less than 1 sense read for every 50 bp bin) and the average antisense coverage was above 1 (more than 1 antisense read for every 50 bp bin), in both datasets. The overlapping protein-coding genes were filtered out from the outcome.

### Polyribosome (polysome) fractionation analysis

The wild type *Neurospora* strain (FGSC#2489) was used for polysome fractionation. The cultures were grown in standard liquid growth medium (2% glucose, 0.5% L-arginine, 1× Vogel’s medium) in light (100 μE) for 1 day and released to constant darkness for 22 h and were harvested at 2 h intervals. The samples were pulverized in liquid nitrogen and approximately 0.25 g of the ground mycelia was used for each experiment, the powder was resuspended in 750 μl ice-cold polysome extraction buffer (20 mM TRIS-HCl, pH 8.0, 140 mM KCl, 10 mM MgCl_2_, 1% TritonX-100, 100 μg/ml cycloheximide, 0.5% DTT and 1 mM ribonuclease inhibitor). Cycloheximide was added to the cultures prior to harvesting. Gradients containing 10-50-60% sucrose were spun for 3.5 h at 38,000 x *g* at 4 °C in an ultracentrifuge tube (Beckman ID 331374). The fractions were collected from the top of the gradient and total RNA was prepared with peqGOLD TriFAST (peqLab, Erlangen, Germany). The raw reads were mapped to the *Neurospora* genome (NC10) using Bowtie 2.1.0 [34]. The counts were normalized between samples by total count and to the length of the transcription unit. For the bioinformatics analyses, all time points were pooled in order to obtain a deeper sequencing coverage. The read count of the pooled dataset is 174,777,343.

### Splice junction detection

The splice junctions were predicted using TopHat2 (version 2.0.13 [36]) with the pooled RNA-seq datasets [29–31] (accession numbers: SRX547956, SRX547981, SRR341283.4, SRR341284.2, SRR341429.4, SRR1578070, SRR1578069, SRR1636058; total RNA-seq read count of the pooled dataset is 174,462,581). The reported intron lengths were set to minimum 50 bp and maximum 500,000 bp. The detected junctions were compared to the NC10 genome model and were divided into annotated and non-annotated junctions. The non-annotated junctions were filtered by a cut-off, defined as the quantile 25% coverage of the annotated introns. The junctions that match exactly to the annotated intron were classified as perfect matches, the junctions that varied from the annotated junction coordinates were classified as weak matches, junction pairs with shared donor or acceptor sites were classified as alternative splice isoforms and the remaining junctions were classified as novel junctions and were further analyzed (see text).

In order to detect the splice junctions in antisense transcripts, strand-specific RNA-seq datasets (wild type, in dark and in 30 min light) were mapped to *Neurospora crassa* genome with TopHat2 (version 2.0.14 [36]). 8502 splice sites with at least 10 spliced reads in either datasets were selected for the analysis (7883 had 10 or more spliced reads in both datasets). From this list of 8502 splicing sites 30 were found within the 1056 antisense RNA fragments identified (1224 sites were found within the corresponding 1056 sense transcript boundaries.)

### NEUTRA setup

The normalized RNA-seq and ChIP-seq datasets for the selected genes were plotted with Charts Google [37]. The genome browser was set up by using JBrowse [38] based on the NC10 genome model and the Wiggle files were uploaded. Next-generation sequencing data are displayed using BigWig format while the binding sites are displayed using BED format.

### Conversion of the data to NC12

The coordinates of the identified lincRNA genes, possibly coding genes, antisense transcripts and splicing junctions (Additional files 3, 4, 5, 6 and 7: Table S1,S2,S3,S4,S5) are provided in NC10 and the recently released NC12 version of the *Neurospora crassa* genome (http://fungi.ensembl.org/Neurospora_crassa) [39]. The difference between NC10 and NC12 is not substantial. Sequences of chromosomes 1 to 5 are identical. The NC12 version of chromosome 6 has the sequence from position 1,847,027 to position 2,788,223 reverse complemented while chromosome 7 has the whole sequence reverse complemented. NC10 coordinates were converted to NC12 coordinates by a custom R script [32], based on BLAT alignments [40] between the corresponding chromosomes.

## Results and discussion

### *Neurospora* transcriptome analysis

To catalogue distinct species of RNAs, such as mRNAs, lincRNAs and antisense RNAs; to investigate the structure of the annotated and novel genes in terms of their 5′ starts and 3′ ends, direction and splicing pattern; and to quantify the expression levels of the genes, we took advantage of various sequencing data. These data include published RNA-seq data from circadian, light induction and differential expression analyses of wild type (*wt*), Δ*sub1*, Δ*ff7* and Δ*csp1* [29–31] strains and an unpublished strand-specific RNA-seq. 

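The strand-specific RNA-seq comprised 4 libraries of polyadenylated RNA from *wt* mycelia, 1 for each time point, which were kept in darkness for 24 h and then exposed to light for 0, 30, 60 or 120 min. The authors mapped the reads to the NC10 genome with Bowtie and counted them with HTSeq. They deposited the number of reads on each of 9733 genes, separately for the sense and the antisense strand and without normalization. The sense counts added up to 9804779 reads in the dark library, 16587716 at 30 min, 21422091 at 60 min and 9725970 at 120 min. The antisense counts added up to 186821, 331917, 443659 and 223991 reads in the same order, which is 1.87%, 1.96%, 2.03% and 2.25% of the reads counted on genes. Together with the reads that HTSeq could not assign to a sense gene, the libraries hold 12458988, 20532787, 24370948 and 12169250 reads, while the total read counts given in the paper are 12294480, 20401017, 24757383 and 12114415. The totals given in the paper were used here to normalize the counts between samples, relative to their mean, so that counts were multiplied by 1.41 in the dark, 0.852 at 30 min, 0.702 at 60 min and 1.44 at 120 min. The smallest signal that these depths can show, taken as 3 reads, is 0.244 per 1000000 reads in the dark, 0.147 at 30 min, 0.121 at 60 min and 0.248 at 120 min. With 1 library per time point, no difference between time points has a replicate check. The 95% exact (Clopper-Pearson) intervals given for ratios of read counts compare the libraries, not the conditions, and cover counting error only. Among genes with at least 10000 sense reads, the median antisense count was 0.0496% of the sense count in the dark (163 genes), 0.120% at 30 min (293 genes), 0.180% at 60 min (365 genes) and 0.10% at 120 min (167 genes). For the 134 genes with this minimum in all 4 libraries, the median was 0.0446%, 0.0794%, 0.106% and 0.0822% in the same order. The differences between libraries were thus smaller on shared genes. The medians over all such genes of each library serve as the strand ratio below. Antisense counts near this strand ratio cannot be told apart from sense reads assigned to the opposite strand.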

ChIP-seq analyses of RNAPII [28] and a polyribosome (polysome) fractionation analysis were also included for the *Neurospora* transcriptome analysis.

The *Neurospora crassa* genome harbors 9730 annotated protein-coding genes. By using the above mentioned RNA-seq, ChIP-seq and polysome studies, our unit detection pipeline detected 92% of the annotated genes (8956 genes), validating our methodology. The remaining 774 annotated genes were not expressed under our conditions.

### Long intergenic non-coding (linc) RNAs

To confidently determine the *Neurospora* repertoire of lincRNAs we pooled our available RNA-seq data, representing the polyadenylated transcriptome. In addition, we included an RNAPII ChIP-seq analysis [28] to confirm the boundaries of transcription units. Furthermore, to assess the non-protein-coding nature of transcripts we used RNA-seq analysis of a polysome fractionation. 

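The polysome RNA-seq came from *wt* cultures that were released into darkness for 22 h and harvested every 2 h. The authors pooled all time points, which gave 174777343 reads according to the paper, mapped them to NC10 and normalized the counts by the total count and by the length of the transcription unit. The list deposited for this sample holds 1060 lincRNA genes, each with its NC10 and NC12 coordinates and the natural log (ln) of its normalized polysome read count. All 1060 positions match those of the confident lincRNA genes in the paper's Table S1. Polysome values of protein-coding genes were not used here, so the threshold of the authors was not recomputed. Lengths, distances and polysome values were summarized from the list as deposited, with 95% intervals of medians from 1000 bootstrap samples of the genes. The list gives 1 pooled value per gene, so the depth behind each value and the spread between time points are unknown.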

Non-annotated transcripts detected in the polysome fraction above the median read count of annotated coding genes (*n* = 434) were initially excluded as lincRNAs and analyzed in more detail (see below). Finally, considering that 95% of the *Neurospora* genes are more than 134 bp apart (Additional file 1: Figure S1a), and that the average intron length of *Neurospora* protein-coding genes comprises 69 bp (Additional file 1: Figure S1b), lincRNA segments that were less than 100 bp apart were merged.

With this approach, we identified 1060 lincRNA genes (Additional file 3: Table S1) that are scattered in the genome with a median distance of 19.5 kb (Additional file 1: Figure S1c). 

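Of the 1060 lincRNA genes in the deposited list, 269 were on chromosome 1, 123 on chromosome 2, 140 on chromosome 3, 112 on chromosome 4, 220 on chromosome 5, 118 on chromosome 6 and 78 on chromosome 7. Together they covered 732 kb of NC10. From the end of each gene to the start of the next on the same chromosome, the 1053 distances had a median of 19450 bp (bootstrap 95% interval 16450 to 22256 bp) and quartiles of 4700 and 49950 bp. The shortest distance was 0.15 kb and the longest 959 kb, and 124 distances were below 1 kb. Measured between the starts of the genes, the median was 20.2 kb.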

The lincRNA genes were transcribed at a lower rate than protein-coding genes (RNAPII ChIP-seq) and the transcripts accumulated at lower levels (RNA-seq) (Fig. 1a). The lincRNA genes (median length 551 bp) were considerably shorter than the transcription units of protein-coding genes (median length 1782 bp) (Fig. 1a). 

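The median length of 551 bp in the deposited list had a bootstrap 95% interval of 501 to 551 bp. The quartiles were 301 and 901 bp, the shortest gene spanned 101 bp and the longest 3451 bp. In total, 823 of the 1060 lincRNA genes (77.6%) were shorter than 1000 bp. The median was 551 bp on each of chromosomes 1 to 6 and 401 bp on chromosome 7.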

The mammalian long noncoding RNA (lncRNA) catalog GENCODE v7 shows that while lncRNAs have similar exon sizes to protein-coding genes, they exhibit a bias toward two-exon transcripts, resulting in processed transcript sizes of lncRNAs shorter than mRNAs [6].

**Fig. 1:**
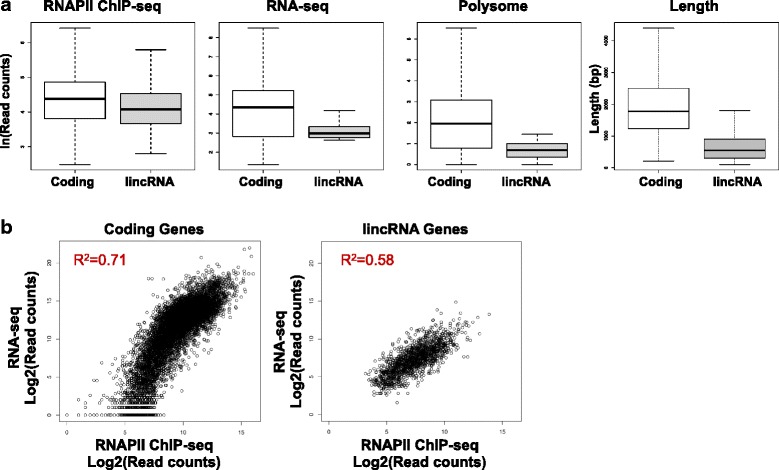
Characterization of lincRNA genes. **a** Side by side comparison of lincRNA genes (*n* = 1060) with protein-coding genes (*n* = 9730). Boxplots of RNAPII ChIP-seq (αRNAPII N-terminus), RNA-seq and polysome fractionation datasets, and size distribution of protein-coding genes (median length 1782 bp) and lincRNA genes (median length 551 bp) are shown. **b** Correlation between transcription levels (RNAPII ChIP-seq) and RNA accumulation (RNA-seq). Sequence read counts are length normalized and shown in a scatter plot. R-square values were calculated by linear model fitting

Overall, transcription (RNAPII ChIP-seq) and transcript levels (RNA-seq) correlated for coding genes and lincRNA genes (Fig. 1b). However, compared to protein-coding RNAs, lincRNA abundance was directly proportional to RNAPII occupancy, suggesting that turnover of lincRNAs may be more rapid and less variable than turnover of mRNAs.

We then ranked protein-coding genes and lincRNA genes by their corresponding RNAPII ChIP-seq coverage indices (Fig. 2a). Implementing this approach showed that increasing transcription levels of protein-coding genes correlated with the levels of total mRNA and polysome bound mRNA. 

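The normalized polysome values of the 1060 listed lincRNA genes started from 0 and had a median of 0.69 on the ln scale, with quartiles of 0.36 and 1.00. If no pseudocount was added before the log, the median would correspond to 1.99 and the highest value to 4.26 length-normalized reads. Values that start from 0, with many genes exactly at 0 and none below, argue against such a plain log. A pseudocount would make both values lower, and its size is not known. A value of 0 was listed for 76 genes (7.17%), and 33 genes lay within 0.1 of the highest value. LincRNA genes longer than the median had a median polysome value of 0.78, and the shorter ones 0.55. The rank correlation between length and polysome value was 0.25 (Spearman's rho) across genes, which are not independent replicates. The upper end of the range is set by the threshold that the authors used to compile the list.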

The corresponding RNAPII ChIP-seq index analysis supported that lincRNAs were expressed at lower levels than the protein-coding genes and were indeed not present in polysomes. We verified that the lack of ribosome binding is not biased by the short length of lincRNAs by analyzing mRNAs that are shorter than 500 bp. These short mRNAs (*n* = 296) were significantly present in the polysome fractionation (Welch two sample t-test, *p*-value = 1.105e-07).

**Fig. 2:**
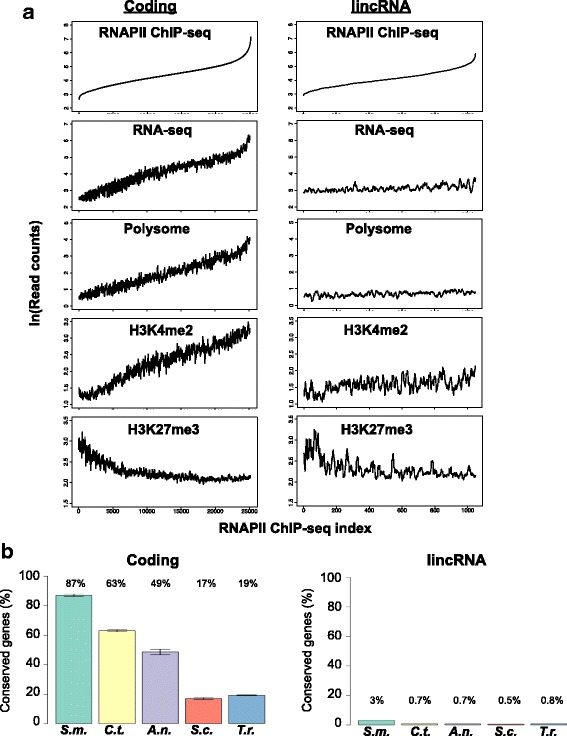
**a** RNAPII ChIP-seq index analysis. Exons of annotated protein coding genes (*n* = 25,246; left) and of the identified lincRNAs (*n* = 1068; right) were indexed according to their RNAPII ChIP-seq reads and plotted versus the read counts of RNAPII ChIP-seq, RNA-seq, polysomes RNA-seq, H3K4me2 ChIP-seq and H3K27me3 ChIP-seq, as indicated. Data are shown with a run-window averaging (see methods). Accession numbers of the H3K4me2 ChIP-seq and H3K27me3 ChIP-seq datasets are SRX550077 and SRX1818756, respectively. **b** Percentage of *Neurospora* protein-coding genes and lincRNA genes with homologies in *Sordaria macrospora (S.m.), Chaetomium thermophilum (C.t.), Aspergillus niger (A.n.), Saccharomyces cerevisiae (S.c.) and Takifugu rubripes (T.r.).* FASTA sequences of the 1478 lincRNA genes of *Neurospora crassa* were used for a discontiguous megablast (https://blast.ncbi.nlm.nih.gov) analysis. For control, 3 times 1478 protein-coding genes were randomly selected. The bars represent the percentage of input sequences that gave significant hits in each species, with + − SD for the control genes of the 3 measurement

The presence of H3K4me2 modifications, which are associated with the transcribed regions of active genes [41], positively correlated with transcription (RNAPII ChIP-seq indices) of coding genes (Fig. 2a). However, H3K4me2 modifications were generally lower in lncRNA genes. This difference becomes in particular obvious in the fraction of highly expressed lincRNA genes, which carry considerably less H3K4me2 modifications than similarly transcribed protein-coding genes (Additional file 1: Figure S1d). In contrast, the presence of H3K27me3 modification, which is commonly associated with transcriptionally silent genes [42], negatively correlated with the transcriptional activity of both protein-coding mRNAs and lincRNAs (Fig. 2a, Additional file 1: Figure S1e).

Apart from the 1060 highly confident lincRNA genes, we detected 434 non-annotated intergenic transcripts that were, however, present above threshold in the polysome fractionation dataset. The coding potential of these transcripts was assessed by Coding Potential Calculator (CPC) [43]. Only 16 of these transcripts were predicted to have protein-coding potential (Additional file 4: Table S2). Using the BLASTX algorithm [44], the predicted protein products of only 3 of these genes were found to share homology with proteins of related species, such as *Neurospora tetrasperma* and *Sordaria macrospora* (Table 1). Taken together, our findings suggest that the list of these 16 genes may contain at least 3 novel protein-coding genes (Table 1). The remaining 418 genes with no significant coding potential were of similar length (median 451 bp) as lincRNAs and were expressed at low levels (Additional file 2: Figure S2a, b). They may therefore reflect false-positive hits of our polysome fractionation analysis (FDR = 0.05) and likely represent lincRNAs. It is also possible that some of these lincRNAs interact directly or indirectly with polysomes. Hence, these 418 intergenic transcripts with no coding potential were added to the list of 1060 lincRNAs, expanding the repertoire of *Neurospora* lincRNA genes to 1478 (see Additional file 3: Table S1).

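For the 418 transcripts above the threshold, the polysome values reported in the paper's Table S1 reach 6.34 on the ln scale with a median of 1.87, and 341 of them (81.6%) lie less than 1 ln unit above the highest value of the deposited list. For the 16 possibly coding transcripts, the paper's Table S2 reports values from 1.61 to 5.46 with a median of 2.46. The median length calculated from the coordinates was 451 bp for the 418 transcripts above the threshold, 676 bp for the 16 possibly coding ones and 551 bp for the 1060 in the deposited list.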

**Table 1:** Un-annotated transcripts, which share homology with other species, with significant coding potential [43]

Coordinates (NC10)	Coordinates (NC12)	Coding Potential Score	Homology
7:1,361,800-1,362,500	7: 2,892,804-2,893,504	1.96	*N. tetrasperma, S. macrospora*
1:8,395,850-8,397,250	1:8,395,850-8,397,250	1.79	*N. tetrasperma*
6:2,116,400-2,116,700	6:2,518,550-2,518,850	0.88	*N. tetrasperma*

We then studied the conservation patterns of the 9730 *N. crassa* protein-coding genes and the 1478 lincRNA genes by using BLAST (https://blast.ncbi.nlm.nih.gov) [44] and analyzed the sequence homologies in four Ascomycota species, *Sordaria macrospora, Chaetomium thermophilum, Aspergillus niger* and *Saccharomyces cerevisiae,* and a vertebrate with a small genome, the pufferfish *Takifugu rubripes*. In stark contrast to coding sequences, *Neurospora* lincRNAs are weakly conserved. While 87% of the *Neurospora* coding genes shared homologies in the phylogenetically closest relative *Sordaria macrospora,* only 3% of the lincRNA genes were conserved between these two species and less than 1% in other species (Fig. 2b). Despite this rapid evolution, we observed strong homologies between *Neurospora crassa* and *Sordaria macrospora* for 13 lincRNAs (Additional file 3: Table S1). On close inspection, we found that 9 of these *Neurospora* lincRNAs evolved from protein-coding into noncoding gene sequences by acquiring frame disruptions. Such a mechanism is reported for the human *Xist* gene involved in X-chromosome inactivation [45, 46]. In addition, in 4 cases open reading frames were detected on the opposite strand. These RNAs may be lncRNAs that are antisense to putative coding mRNAs and their sense partners might not be expressed in our experimental setup. These instances are further discussed in the following section. Low degree sequence conservation of lincRNAs is also reported between zebrafish and human [47] and between mouse and human [48, 49]. These studies along with ours suggest that evolution of lincRNA genes is distinct from protein-coding genes and they emerge within particular lineages or species. Despite the weak sequence constraint, large numbers of lincRNAs in many species imply unconventional functional contribution by these RNAs to gene regulation.

### Identification of *Neurospora* antisense transcripts

Natural antisense transcripts are RNA products that are made from the opposite strand of a protein-coding (sense) transcript and overlap in part or completely with their sense partner. In our analysis, antisense transcription units overlapping the same protein-coding gene were merged and scored as a single antisense transcript. We found that 826 expressed protein-coding transcripts, representing 9% of the annotated genes, have overlapping antisense partners (Additional file 5: Table S3). 

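Of the 826 genes with an antisense partner in Table S3, 804 have an identifier that occurs in the deposited counts. Over the whole gene, their antisense count had a median of 19 reads in the dark and 38 reads at 30 min, against 1 and 2 reads for the genes that Table S3 does not list. At least 10 antisense reads were counted on 537 of the 804 genes in the dark, 730 at 30 min, 772 at 60 min and 665 at 120 min. No antisense read was counted on 9 of them in the dark, on 0 at 30 min and at 60 min, and on 2 at 120 min. Across all 9733 genes, 2016 had at least 10 antisense reads in the dark and 2780 at 30 min. The authors detected antisense units from the coverage of bins of 50 bp and then filtered out close genes. The deposited counts are per gene, so this detection was not repeated here.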

The identified antisense transcripts were, for highly expressed antisense RNAs, verified by the ChIP-seq profiles of Ser5 phosphorylated RNAPII (Ser5-P) [28], which is enriched at transcription start sites and the 5′ region of transcription units (Fig. 3). 

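The 804 pairs had a median normalized sense count of 1402 reads in the dark (quartiles 439 and 3998) and 1468 reads at 30 min (quartiles 449 and 4502). Their median normalized antisense count was 26.9 reads in the dark (quartiles 9.90 and 73.6) and 32.4 reads at 30 min (quartiles 15.3 and 78.6). The antisense count was below the sense count in 742 pairs (92.3%) in the dark and in 747 pairs (92.9%) at 30 min. With a pseudocount of 1 read, the median log2 ratio of antisense to sense counts was -5.83 in the dark (quartiles -8.36 and -2.98), -5.85 at 30 min, -5.75 at 60 min and -5.50 at 120 min. Calculated per 50 bp, the median was -2.43 in the dark and -2.21 at 30 min. This used antisense widths from Table S3 and gene lengths from the RefSeq annotation of NC12. The antisense counts cover the whole gene, so reads outside a listed fragment raise the antisense value per 50 bp. Across the 804 genes, Pearson's correlation of ln(normalized count + 1) between the strands was -0.32 in the dark (bootstrap 95% interval -0.38 to -0.25) and -0.17 at 30 min (-0.24 to -0.09). Spearman's rho was -0.38 in the dark and -0.21 at 30 min. On the linear scale, Pearson's correlation was -0.000904 in the dark and 0.11 at 30 min, and on the ln scale per 50 bp it was -0.0738 and 0.12, so its sign at 30 min depends on the scale. The genes are not independent replicates, and no p-value was calculated.

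**Figure D1:**
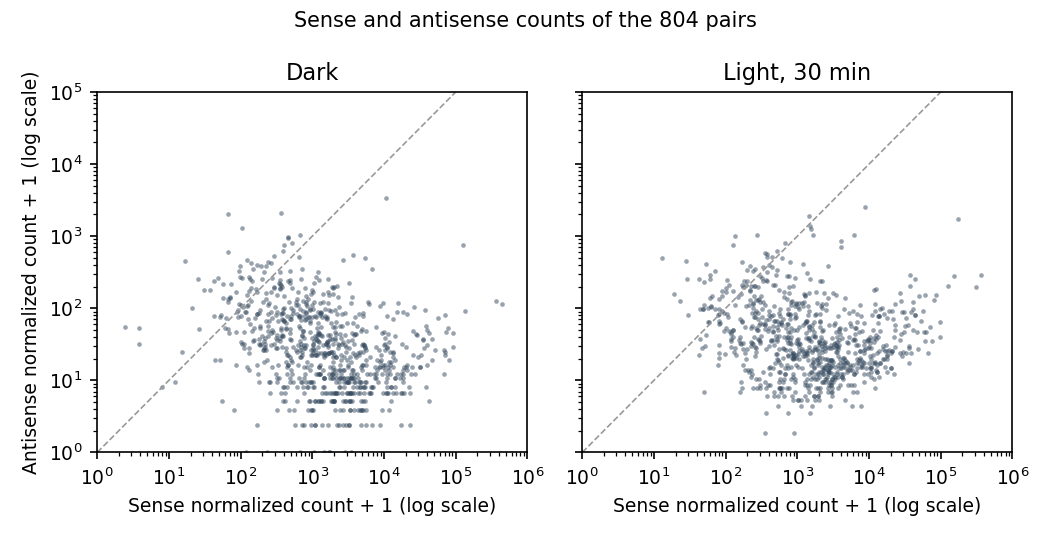
Normalized sense counts (x axis) and antisense counts (y axis) of the 804 pairs, each plus 1 read and on log scales, in the dark and after 30 min of light. Each point is a gene, the dashed line marks equal counts, and 742 points in the dark and 747 at 30 min have a lower antisense than sense count.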

The expression levels of the antisense transcripts were considerably lower than of protein-coding genes (Fig. 4a) and are not correlated with the expression levels of their sense partners (Pearson’s product-moment correlation, correlation = 0.22 in dark grown samples and correlation = 0.31 in light induced samples). Moreover, the antisense RNA genes were considerably shorter (median 251 bp) than their sense partners (median 1750 bp) (Fig. 4b). 

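The antisense fragments of the 826 pairs in Table S3 had a median width of 251 bp, with quartiles of 51 and 851 bp and a maximum of 4751 bp. The smallest width, 51 bp, was listed for 292 of them. For 825 pairs the sense gene was found on the same chromosome in the RefSeq annotation of NC12, where the median gene length was 2145 bp, introns included. The antisense fragment was shorter than the gene in 796 of these pairs (96.5%) and covered a median of 11.1% of its length. In the dark library, the median antisense count over the whole gene was 8 reads for fragments of up to 251 bp and 48 reads for wider ones.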

We also found that antisense transcripts initiate preferentially at the 3′ ends of coding genes (Fig. 4c, d). 

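The NC12 start of each antisense fragment in Table S3 was set against the ends of its sense gene in the RefSeq annotation of NC12 for 825 pairs. The start was nearer to the 3′ end than to the 5′ end in 756 pairs (91.6%, Wilson 95% interval 89.5 to 93.3%). The median start lay 290 bp inside the gene from its 3′ end, with quartiles of 71 and 551 bp, and 1841 bp from its 5′ end. In 520 pairs (63.0%) it lay within 500 bp of the 3′ end, and in 32 pairs (3.88%) within 500 bp of the 5′ end. Of these pairs, 739 with a start nearer to the 3′ end and 65 with a start nearer to the 5′ end are in the deposited counts. The former had a median of 19 antisense reads in the dark library and held 96.4% of the antisense reads of both sets, and the latter had a median of 22. From the overlap at the 3′ end, the paper proposes regulatory roles similar to those described in other organisms.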

In mammalian genomes, antisense transcription was reported to be enriched at both ends of the protein-coding genes [50, 51]. Complementarity of antisense transcripts to the 3′ ends or 3’-UTRs of sense transcripts is evolutionary more conserved and has been suggested to have regulatory roles [50, 52, 53]. The finding that *Neurospora* sense-antisense pairs overlap at the 3′ end of the coding genes suggests similar regulatory roles in this organism.

**Fig. 3:**
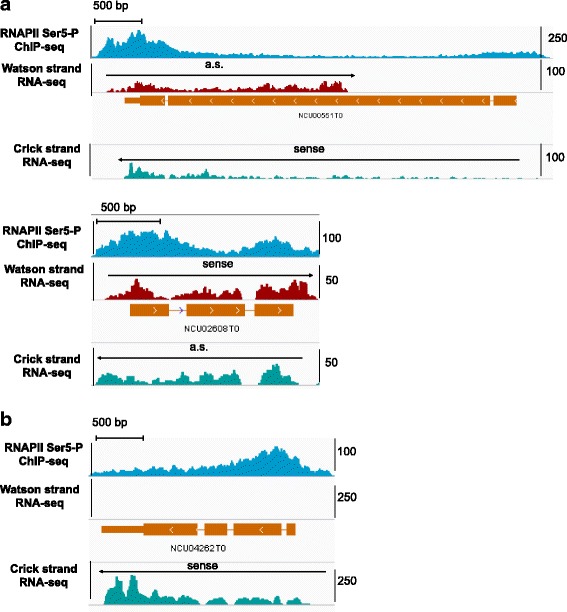
Examples of *Neurospora* antisense transcripts. **a** NCU00551, which encodes for myosin type-2 heavy chain 2, and NCU02608, which encodes for a hypothetical protein, are presented. ChIP-seq of RNAPII Ser5-P [28] and strand-specific RNA-seq datasets are shown. Direction of the transcription is depicted with an arrow for both sense and antisense (a.s.) transcripts. **b** RNAPII Ser5-P and strand-specific RNA-seq of a coding gene without an antisense transcript. NCU04262 encodes for glycosylhydrolase family 76-2 protein. The data are visualized by IGV genome browser

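In the deposited counts, NCU00551 (*myo2* in the RefSeq annotation) had 1310 sense reads in the dark, 1689 at 30 min, 1757 at 60 min and 1152 at 120 min. Its antisense count was 8 reads in the dark, 2216 at 30 min, 1311 at 60 min and 316 at 120 min. After normalization, the 30 min library held 167 times the antisense signal of the dark library (95% interval 84.6 to 387) and 0.777 times the sense signal (0.722 to 0.836). Table S3 places the antisense fragment on the plus strand of chromosome 1 from 8033950 to 8038400, in NC10 and NC12 alike. NCU02608 had 139, 442, 766 and 294 sense reads and 28, 372, 541 and 129 antisense reads at 0, 30, 60 and 120 min. Its ratio of 30 min to dark was 8.01 on the antisense strand (5.45 to 12.2) and 1.92 on the sense strand (1.58 to 2.34). The fragment lies on the minus strand of chromosome 1 from 2888750 to 2890300. NCU04262 (*gh76-2*) had 2333, 3678, 3158 and 1375 sense reads and 2, 13, 16 and 1 antisense reads. Its antisense count was thus 0.0857% of the sense count in the dark and 0.353% at 30 min.

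**Figure D2:**
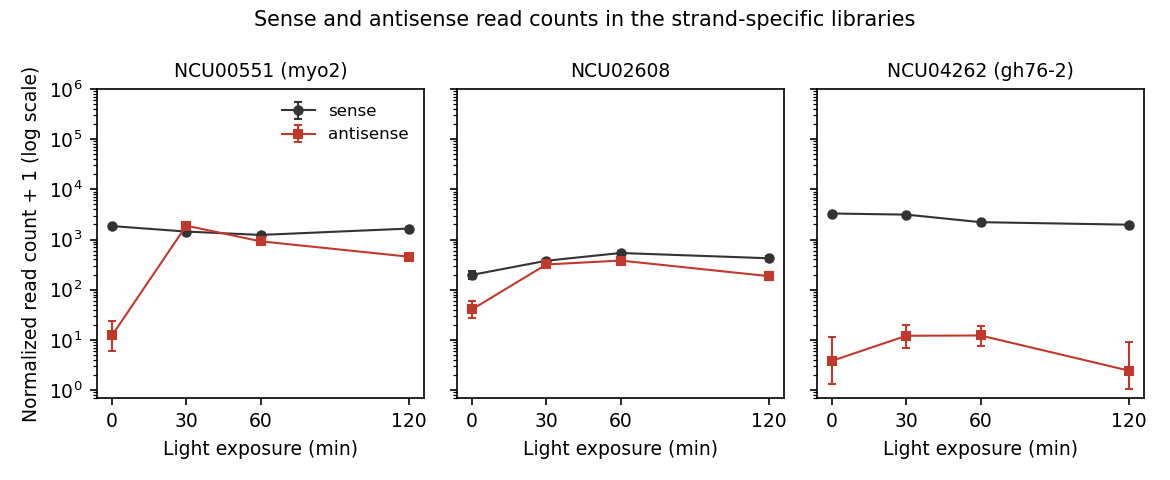
Normalized sense (circles) and antisense (squares) read counts plus 1 read, on a log scale, against the time of light exposure in minutes, with 95% Poisson intervals of the counts in 1 library per time point. The antisense count of NCU00551 rises from 8 reads in the dark to 2216 at 30 min, while NCU04262 stays at 16 antisense reads or fewer.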

**Fig. 4:**
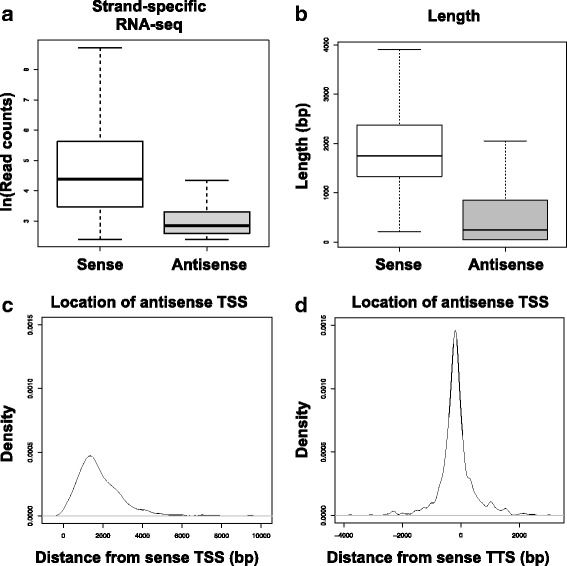
Characterization of the 826 antisense transcripts. **a** Expression levels (strand-specific RNA-seq) of antisense transcripts in comparison to their sense partners. **b** Length distribution of the antisense RNA genes (median length 251 bp) along with the corresponding sense protein-coding genes (median length 1750 bp). **c**-**d** Density diagram of antisense TSSs with respect to the corresponding sense transcription start site (TSS) or sense transcription termination site (TTS)

In addition, we detected 230 annotated protein-coding genes, which expressed an antisense RNA but no sense RNA under our experimental conditions (Additional file 5: Table S3). 

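Of these 230 genes, 203 are in the deposited counts. In the dark library they had 676 sense and 20072 antisense reads in total, with a median of 1 sense and 50 antisense reads per gene. At 30 min they had 1023 sense and 32601 antisense reads, with medians of 2 and 73. No sense read was counted on 91 of them in the dark, on 75 at 30 min, and on 36 in any of the 4 libraries. The antisense count exceeded the sense count for all 203 genes in both libraries. With the gene lengths of Table S3, 162 of the 203 had fewer than 1 sense and more than 1 antisense normalized read per 50 bp in the dark and at 30 min. Of the others, 40 had too few antisense reads and 1 had too many sense reads for this rule. Applied to the 9215 genes with a length in the RefSeq annotation of NC12, the rule and a filter on overlapping coding genes gave 175 genes, of which 162 are among the 230, 2 among the 826 pairs and 11 in neither set. Without the filter, 245 genes met the rule. With fewer than 0.5 sense and more than 2 antisense reads per 50 bp, 73 genes remained.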

For these genes ChIP-seq profiles of Ser5 phosphorylated RNAPII (Ser5-P), which accumulates around the transcription start site (TSS), and Ser2 phosphorylated RNAPII (Ser2-P), which accumulates in the transcribed region [54] were evaluated to confirm the antisense direction of transcription (Additional file 6: Figure S3).

Previously Arthanari et al. [23] identified 540 lincRNAs and 477 antisense transcripts in *Neurospora crassa*. In our study, more than twice as many lincRNAs and antisense RNAs were identified. 62.4% of the previously published lincRNAs are detected in our dataset of lincRNAs, and 50% of the published antisense transcripts were detected in our datasets of antisense RNAs with and without an expressed sense RNA (Additional file 8: Figure S4). The larger number of lincRNAs and antisense transcripts detected in our study is due to deeper sequence coverage and to the combination of RNA-seq and RNAPII ChIP-seq analyses that enabled a better detection of genes with unstable RNA products. The lncRNAs that were not detected in our study are due to different experimental and detection pipelines.

### Light-induced expression of *Neurospora* lncRNAs

We investigated the light-dependent expression patterns of the *Neurospora* lncRNAs using the available RNA-seq datasets. We identified 687 light-inducible protein-coding genes in *wt* and 73% of the previously reported genes [30] are detected in our dataset. 

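A sense count more than 2-fold above the dark library at any of the 3 light time points, with at least 10 reads in that light library, was found for 773 of the 9733 genes (7.94%). The rule was met by 452 genes at 30 min, 505 at 60 min and 366 at 120 min, and by 148 at all 3 time points. Of the 773 genes, 141 had fewer than 50 reads in every light library and 8 had no read in the dark. Without the minimum of 10 reads, 1347 genes were over 2-fold, and 452 genes had a ratio whose lower 95% bound was also above 2. The largest ratio among genes with at least 100 reads in the light library was that of NCU08770, with 14 reads in the dark, 26738 at 30 min, 43221 at 60 min and 2913 at 120 min, which is a log2 ratio of 10.58 at 60 min. Its neighbor *con-6* (NCU08769) followed with 79, 66330, 184961 and 42798 reads and a log2 ratio of 10.18 at 60 min. The conidiation gene *con-10* (NCU07325) had 295, 82535, 237534 and 31917 reads and a log2 ratio of 8.64 at 60 min. The photoreceptor gene *vvd* (NCU03967) rose from 273 reads in the dark to 51223 at 30 min, a ratio of 113 (95% interval 100.4 to 128). The clock gene *frq* (NCU02265) rose from 254 to 1929 reads, a ratio of 4.58 (4.01 to 5.24).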

To detect light-induced lincRNAs, RNA-seq from this work and the published data [30] were used. We found that 181 of the identified 1478 lincRNAs are induced by light (>2× induction in either one of the time points) in both datasets (Additional file 9: Table S4). 58% (105 genes) of the light-induced lincRNAs accumulated within 30 min and the remainder of the transcripts peaked at later time points (60 min or 120 min).

Furthermore, we identified 179 light-inducible antisense transcripts (>2× induction in either one of the time points) out of the 1056 identified antisense RNAs in our analysis (Additional file 9: Table S4). 

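Table S3 lists 1056 antisense RNAs, of which 1007 belong to genes in the deposited counts. Under the rule used for the sense strand, 329 of the 1007 (32.7%) had an antisense count more than 2-fold above the dark library, 310 of them with and 19 without an expressed sense partner. These 329 had a median of 7 antisense reads in the dark and of 46 in their highest light library. The number fell to 153 with a minimum of 50 reads and to 103 when the lower 95% bound of the ratio also had to exceed 2. In 114 of the 329 (34.7%) the antisense count was at most 3 times the strand ratio of highly expressed genes. The strand ratio was itself higher in each light library than in the dark, on shared genes 0.106% at 60 min against 0.0446%. Normalization by total reads does not remove this shift. Counts made up mostly of such reads can therefore pass the rule without a light response of the antisense RNA. NCU07435 had 0 antisense reads in the dark, 174 at 30 min, 193 at 60 min and 75 at 120 min, so that no ratio but only a lower bound of 28.1 at 30 min can be given. Among antisense RNAs with a dark read and at least 100 reads in the light library, the largest ratio after that of NCU00551 was that of *al-1* (NCU00552), with 3, 326, 290 and 47 antisense reads and a ratio of 65.5 at 30 min (95% interval 22.2 to 319). In *al-1*, the antisense count at 30 min was 0.181% of the sense count, which is within 3 times the strand ratio of that library. The antisense count of *frq*, whose antisense transcript is *qrf*, was 149 in the dark, 1232 at 30 min, 1668 at 60 min and 575 at 120 min. Its ratio at 30 min was 4.98 (4.20 to 5.95), and Table S3 places it on chromosome 7 of NC10 from 1118850 to 1123600.

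**Figure D3:**
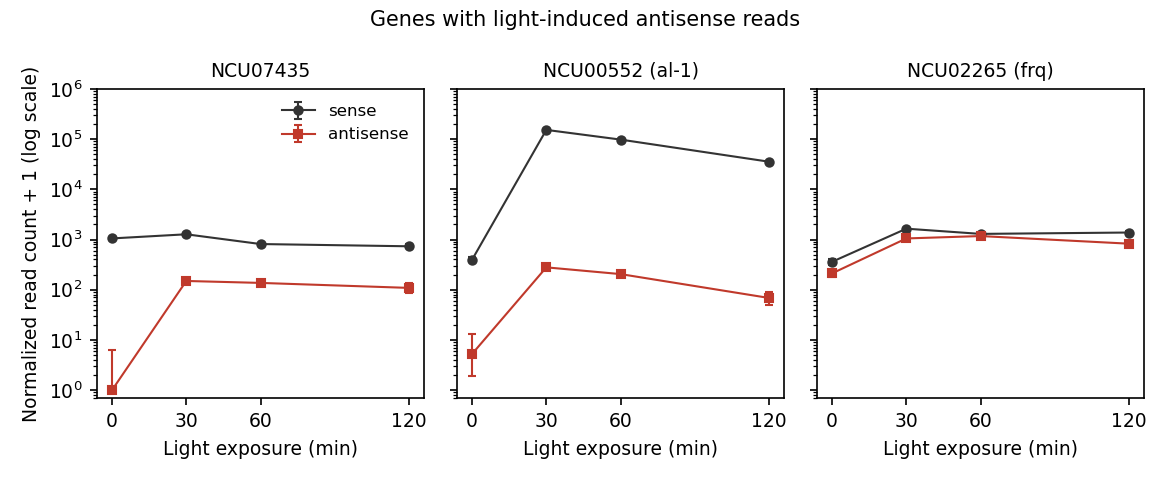
Normalized sense (circles) and antisense (squares) read counts plus 1 read, on a log scale, against the time of light exposure in minutes, with 95% Poisson intervals of the counts in 1 library per time point. The antisense reads of NCU07435 rise from 0 in the dark to 174 at 30 min, those of *al-1* rise from 3 to 326 and are 0.181% of its sense reads at 30 min, and both strands of *frq* rise.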

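Of the 329 antisense RNAs that met the 2-fold rule in the deposited counts, 197 (59.9%, Wilson 95% interval 54.5 to 65.0%) met it at 30 min, 236 at 60 min and 185 at 120 min. All 3 time points met it in 92 cases, and the 30 min time point alone in 27. The count was highest at 30 min for 84 of them (25.5%).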

65% of these antisense RNAs were induced upon 30 min light exposure. Expression of only 35% (63 genes) of the corresponding sense transcripts was induced more than two fold at any time point, suggesting that a large fraction (65%) of light-induced antisense RNAs are regulated differently than their sense partners. 

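The sense count of the same gene also met the 2-fold rule for 70 of the 329 antisense RNAs (21.3%, Wilson 95% interval 17.2 to 26.0%), and it did not for 259 (78.7%). Among the other listed genes, 10.3% had a light-induced sense count. In 10000 random lists of 329 listed genes matched on mean sense expression, the median share was 16.1% and the range 10.9 to 22.5%, which puts the observed share at percentile 99.985 as a description of these libraries. Where the lower 95% bound of the ratio also had to exceed 2 on both strands, the share was 42.7% of 103 antisense RNAs. From the share without an induced sense partner, the paper proposes that many light-induced antisense RNAs are regulated differently than their sense partners.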

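Neighboring protein-coding genes were taken from the RefSeq annotation of NC12 for the 804 pairs in the deposited counts. The next gene on the 3′ side, where most antisense transcripts start, was light-induced for 66 of the 310 genes with a light-induced antisense count (21.3%, Wilson 95% interval 17.1 to 26.2%) and for 29 of the 494 others (5.87%, 4.12 to 8.30%). On the 5′ side, it was light-induced for 42 (13.5%, 10.2 to 17.8%) and 39 (7.89%, 5.83 to 10.6%). A light-induced gene lay within 1000 bp of the antisense start for 40 (12.9%, 9.62 to 17.1%) and 8 (1.62%, 0.823 to 3.16%). The antisense fragment of NCU00551 starts 1555 bp from *al-1* (NCU00552), a carotenoid biosynthesis gene whose sense count rose from 279 reads in the dark to 179685 at 30 min. The antisense fragment of NCU07435 starts 700 bp from NCU07434, whose sense count rose from 41 to 10845 reads. According to the strands of Table S3, *al-1* lies on the minus strand with its 5′ end toward NCU00551, so that the antisense fragment of NCU00551 and *al-1* diverge. The annotation table itself gives no strand, so arrangements of neighbors were not classified across all pairs.

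**Figure D4:**
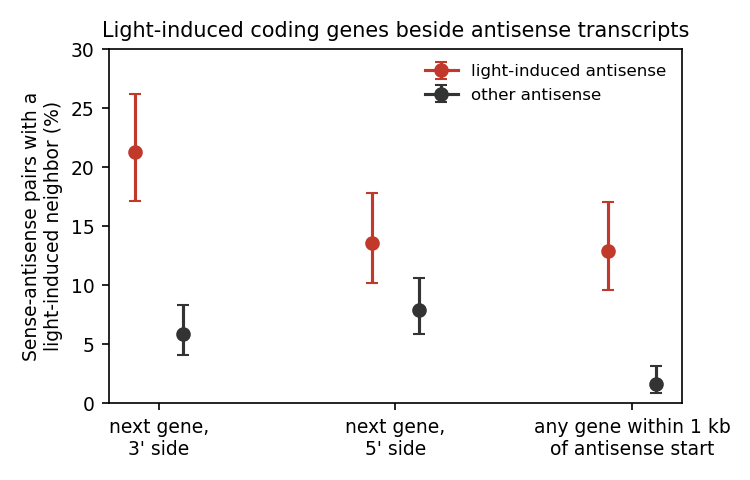
Percentage of sense-antisense pairs with a light-induced protein-coding neighbor (y axis) by the position of the neighbor (x axis), for 310 pairs with and 494 pairs without a light-induced antisense count, with Wilson 95% intervals. On the 3′ side the shares are 21.3% and 5.87%, and within 1 kb of the antisense start 12.9% and 1.62%.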

In some cases light-induced antisense RNAs stem from neighboring light responsive bidirectional promoters.

### Genome-wide splicing analysis

We then performed a genome-wide splicing analysis to detect novel splice site junctions and alternative splice isoforms. 73% of the annotated introns (12,251 of 16,708) were detected with 100% overlap and 199 annotated introns were detected with mismatches (Additional file 7: Table S5). In addition, we detected 328 introns with alternative acceptor or donor sites and 249 novel introns that were previously not annotated (Additional file 7: Table S5). Together the data show that alternative splicing in *Neurospora* is rare compare to human genes, of which 40-60% has alternative isoforms [55], and only 5% of *Neurospora* protein-coding genes have the potential of being alternatively spliced.

In the majority of cases alternative splicing events produce rare transcripts (Additional file 10: Figure S5A). For instance, NCU06661 and NCU03967 encode the 60S ribosomal protein L22 and VIVID (VVD), respectively. In both cases the alternative splicing variants are rare and lead to skipping of one and two amino acid residues, respectively (Additional file 10: Figure S5B). The alternative splice variant of L22 was expressed in other species such as *Pseudogymnoascus pannorum* and *Colletotrichum gloeosporioides*. In contrast, the splice variant of VVD was not detected in the annotated proteomes of other species.

In *Neurospora,* 80% of the protein-coding genes possess one or more introns (Fig. 5a), which have an average length of 69 bp (see Additional file 1: Figure S1a). 

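The paper's Table S5 lists 30 junctions in 26 genes with an antisense RNA, and all 26 genes are in the deposited counts. Their antisense count had a median of 144 reads in the dark and 230 at 30 min, against 22 and 41 reads for the other genes of Table S3. At least 10 antisense reads, the minimum of spliced reads that the authors required, were counted in the dark on 725 of the 1007 listed genes. The numbers of spliced reads reported in Table S5 range from 10 to 7193 with a median of 25.5. *frq* has 1 antisense junction with 33 spliced reads, beside 149 antisense reads in the dark and 1232 at 30 min. The authors mapped the reads separately with TopHat to find junctions, whereas the deposited counts come from Bowtie. Spliced reads are therefore not a subset of these counts. In 2 genes the reported spliced reads exceeded the antisense counts of both libraries together, which is no contradiction for this reason. NCU08130 has 7193 spliced reads beside 2384 and 2971 antisense reads, and *con-10* (NCU07325) has 113 beside 3 and 63. At 30 min the antisense count of *con-10* was 0.0763% of its sense count, below the strand ratio of 0.120%. The 23 lincRNA genes with a junction in Table S5 had a median length of 1451 bp. Of these, 8 are in the deposited list of 1060 and 15 are among the 418 above the polysome threshold.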

Intriguingly, only 26 antisense RNA genes (2.5%) and 23 lincRNA genes (1.6%) were spliced (Fig. 5b, c). The absence of introns in the vast majority of lincRNAs (*n* = 1454) and antisense RNAs (*n* = 1030) is not due to their short length since protein-coding genes shorter than the median length of lincRNA genes (<551 bp) still contain introns (Fig. 5d). This finding is consistent with reports that mammalian lncRNAs exhibit inefficient splicing or remain unspliced [56, 57]. Many unspliced lncRNAs are shown to play *cis-*regulatory roles in the nucleus and are involved in genomic imprinting in mammalian genomes [58].

**Fig. 5:**
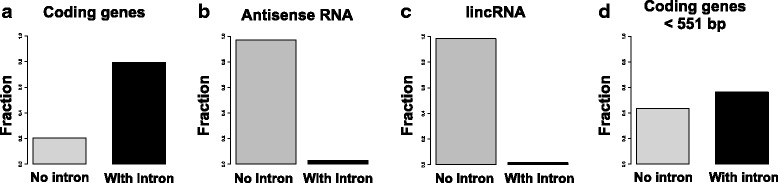
Majority of lncRNA genes do not contain introns. Fraction of (**a**) annotated *Neurospora* coding genes, (**b**) antisense RNA genes and (**c**) lincRNA genes with and without introns. **d** Fraction of intron containing genes in the subset of coding genes shorter than 551 bp (i.e. the median length of the *Neurospora* lincRNA genes)

### *Neurospra crassa* transcriptome (NEUTRA) tool

NEUTRA tool contains a collection of multiple RNA-seq [29–31] and ChIP-seq [28–30, 59] libraries from our research group. In addition to annotated gene models, the website presents the identified lincRNAs and several statistics for gene entries, including circadian gene expression profiles and a direct comparison of gene expression levels between the wild type and several knock-out strains, namely Δ*wc1,* Δ*wc2*, Δ*sub1*, Δ*ff7* and Δ*csp1*. This tool might be useful for the scientific community.

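For *wt*, Δ*wc1* and Δ*wc2*, which lack a subunit of the white collar complex, the photoreceptor and transcription factor of *Neurospora*, read counts of 3 RNA-seq libraries were analysed, 1 for each strain, grown in constant light for 48 h. The authors deposited raw read counts on lines for single exons without coordinates, which were summed here to 9733 genes. The totals were 26210537 reads in *wt*, 22445139 in the library labelled Δ*wc1* and 22215526 in the library labelled Δ*wc2*, and counts were normalized to their mean. In the same order, NCU09345 and NCU06110 together held 25.7%, 18.9% and 20.5% of the reads. With 1 library per strain, no difference has a replicate check, and the 95% exact intervals cover counting error only. The targeted gene *wc-1* (NCU02356) had 88 reads on its first and 244 on its second exon line in *wt*, 3 and 1287 in the library labelled Δ*wc1*, and 63 and 189 in the library labelled Δ*wc2*. Summed over both lines, its normalized count was thus 4.54 times the *wt* count in the library labelled Δ*wc1* (95% interval 4.02 to 5.13), against the direction of the label. *wc-2* (NCU00902) had 605 reads in *wt*, 922 in the library labelled Δ*wc1* and 141 in the library labelled Δ*wc2*. In the same order, its exon lines had 230, 474 and 53 reads (first), 303, 320 and 3 reads (second), 70, 127 and 54 reads (next) and 2, 1 and 31 reads (last), so that only the first 2 lines are depleted in the library labelled Δ*wc2*, with normalized ratios to *wt* of 0.272 and 0.0117, against 0.910 and 18.3 for the others.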

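Relative to *wt*, 656 genes were more than 2-fold lower in the library labelled Δ*wc1* and 709 in the library labelled Δ*wc2*, with at least 10 reads in *wt*, and 440 were lower in both. More than 2-fold higher, with at least 10 reads in the library labelled Δ*wc1* or Δ*wc2*, were 1339 genes in the former, 891 in the latter and 626 in both. Which direction has more genes depends on the normalization, since with median-of-ratios factors 935 genes were lower and 924 higher in the library labelled Δ*wc1*, 928 lower and 663 higher in the library labelled Δ*wc2*, and 623 lower and 444 higher in both. *frq* had 1632 reads in *wt*, 382 in the library labelled Δ*wc1* and 295 in the library labelled Δ*wc2*, which are log2 ratios of -1.87 and -2.23. *vvd* had 12684, 384 and 136 reads, with log2 ratios of -4.82 and -6.30. Ranked by the smaller of their 2 decreases, the genes with the largest decrease in both, with at least 100 reads in *wt*, were NCU03969 (1974, 19 and 1 reads), *con-8* (NCU09235; 42642, 306 and 454 reads) and NCU12116 (6159, 77 and 24 reads). In the strand-specific libraries, NCU03969 had 2.83 normalized sense reads in the dark and 11.9 at 30 min, against 52.3 and 502 antisense reads. The constant light counts are not given by strand, so its decrease may be one of antisense reads. The median log2 ratio over all genes with a mean normalized count of at least 1 was 0.23 in the library labelled Δ*wc1* and 0.17 in the library labelled Δ*wc2*. For 772 genes that were light-induced in the strand-specific libraries, it was -0.15 and -0.27. Both lay below all of 10000 random lists of the same size matched on mean expression, whose lowest medians were 0.12 and 0.05. With the median-of-ratios factors, the median of the list was -0.38 and -0.45.

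**Figure D5:**
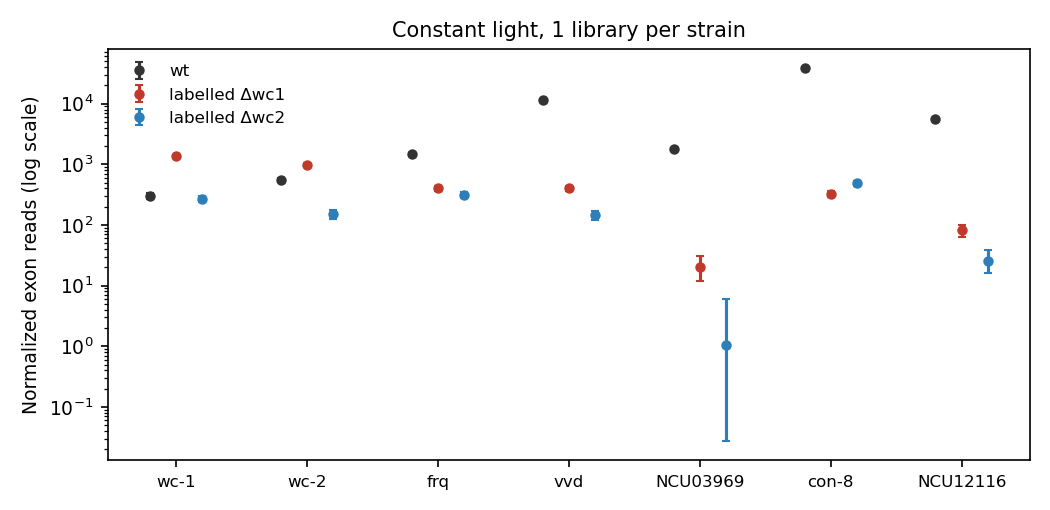
Normalized read counts on a log scale (y axis) of the targeted genes, *frq*, *vvd* and the 3 genes with the largest differences (x axis) in *wt* and in the libraries labelled Δ*wc1* and Δ*wc2*, 1 library each, with 95% Poisson intervals. Summed over its exon lines, *wc-1* is higher in the library labelled Δ*wc1* than in *wt*, with a ratio of 4.54. Its first exon line alone is depleted there, with 3 reads against 88 in *wt*. *vvd* falls from 12684 reads to 384 and 136.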

The NEUTRA tool is publicly available at http://neutra.bzh.uni-heidelberg.de. On the **“Tools”** dialog, users can access two main sections, which are **“Search by Gene”** and **“Genome Browser”** tools.

Clicking the **“Search by Gene”** tool directs the user to a query window and a list of published [28–31, 59] and unpublished RNA-seq and ChIP-seq datasets. After selecting the datasets of interest, querying is a matter of entering a gene ID (e.g. NCU02265). The NEUTRA tool will return a table that displays detailed information about the searched gene and graphs that depict the selected RNA-seq or ChIP-seq information and expression profiles of the same gene (Additional file 11: Figure S6a).

The **“Genome Browser”** tool directs the user to a genome browser that uses the NC10 version of the *Neurospora crassa* genome model by using the open source JBrowse (http://jbrowse.org/). A gene can be searched by entering the gene ID to the search box and requested datasets can be selected from the list that appears on the left side of the browser (Additional file 11: Figure S6b).

## Conclusions

We provide a comprehensive genome-wide annotation and analysis of lincRNAs, antisense transcripts and alternative splice isoforms. 

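The 1478 lincRNA genes and 1056 antisense RNAs listed in the supplementary tables add up to 2534 noncoding transcripts. Set beside the 9733 genes of the deposited counts, they make up 20.7% of all transcripts. In the strand-specific libraries, 8103 genes had at least 10 sense reads at 1 or more time points and 666 had no sense read at any. Beside the 8103 genes, the noncoding transcripts make up 23.8%. This share is higher by construction, since the minimum of reads was applied to the coding genes only.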

We show that the prevalence of lincRNAs and antisense transcripts in *Neurospora* is higher than the previous report [23] and that 20% of the RNAPII transcripts are not coding for protein. The results provide novel insights into characteristics of *Neurospora* noncoding transcriptome. Given the large amount and diversity of these RNA species in many organisms combined with the findings that several examples of lncRNAs employ important biological functions, high-throughput identification of lncRNAs across a range of organisms is crucial to dissect their impact on gene regulation. We suggest that *Neurospora* can be a valuable model for studying functionality of non-coding RNAs.

## Additional files

Additional file 1: Figure S1. (a) Distribution of the distance between *Neurospora* protein-coding genes (median distance 1 kb). 5-percentile (134 bp) is marked. (b) The median length of *Neurospora* introns is 69 bp. The total intron length of coding genes per annotated open reading frame (ORF) is shown. (c) *Neurospora* lincRNA genes are not clustered. Distribution of the distance between lincRNA genes (median distance 19.5 kb) is shown. (d, e) (Left) Distribution of H3K4me2 and H3K27me3 enrichments in protein-coding genes (*n* = 9730) and lincRNA genes (*n* = 1060). (Right) The corresponding H3K4me2 and H3K27me3 enrichments are plotted for the upper 50% of the highly transcribed (RNAPII ChIP-seq) lincRNA genes and for the coding genes with similar transcription levels (RNAPII ChIP-seq). (PDF 139 kb)

Additional file 2: Figure S2. Characterization of the 434 non-annotated intergenic transcripts, which were detected above threshold in the polysome fractionation dataset. (a) Size distribution of protein-coding genes (n = 9730, median length 1782 bp), lincRNA genes that were below the threshold in the polysome fractionation dataset (n = 1060, median length 551 bp), lincRNA genes that were above the threshold with no significant coding potential (*n* = 418, median length 451 bp) and novel possibly coding genes (*n* = 16, median length 725 bp). (b) RNAPII ChIP-Seq index analysis of the 434 intergenic transcripts, which were detected above threshold in the polysome fractionation dataset. The data was smoothened with a window size of 100 bp. (PDF 140 kb)

Additional file 3: Table S1. List of identified *Neurospora* lincRNAs (XLSX 573 kb)

Additional file 4: Table S2. List of possibly coding genes with significant CPC scores (XLSX 28 kb)

Additional file 5: Table S3. List of identified *Neurospora* antisense transcripts (XLSX 300 kb)

Additional file 6: Table S4. List of the protein-coding genes with antisense expression only (PPTX 65 kb)

Additional file 7: Table S5. Splicing analysis: detected annotated and novel splice sites, novel alternative splice sites, splice sites detected in lincRNAs and antisense transcripts (XLSX 974 kb)

Additional file 8: Figure S3. Examples of annotated protein-coding genes with no detectable sense mRNA but only antisense RNA. 

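NCU05980 lies on the plus strand of chromosome 6 from 3206660 to 3209551 in NC10 and NC12 according to Table S3. In the deposited counts it had 3 sense reads in the dark, 1 at 30 min, and 0 at 60 and 120 min, against 133, 142, 170 and 101 antisense reads. NCU04233 lies on the minus strand of chromosome 5 from 5298239 to 5300212. It had 0 sense reads in each of the 4 libraries, which is below the 3 reads taken as the smallest detectable signal, and 68, 76, 86 and 53 antisense reads.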

NCU05980, which encodes for carboxypeptidase S1, and NCU04233, which encodes for a hypothetical protein, are shown. ChIP-Seq of RNAPII Ser5-P and Ser2-P [28], pooled RNA-Seq and strand-specific RNA-Seq datasets are presented. (PDF 42.8 kb)

Additional file 9: Figure S4. Overlap between the lists of identified lincRNAs and antisense transcripts with the previously published datasets [23]. (a) Venn diagram of lincRNA genes and possibly coding genes from this study and the published list of lincRNA genes defined by Arthanari et al. Note: numbers of genes in the diagram are slightly lower than the corresponding numbers of genes in the main text due to the computation of multiple overlaps. (b) Venn diagram of antisense RNA genes with and without expressed sense RNA and the previously published antisense RNA genes. (PDF 193 kb)

Additional file 10: Figure S5. Alternative splicing events in *Neurospora.* (a) Read count ratios of 577 annotated versus alternative spliced junctions. (b) Examples of protein versions produced by rare splicing events from NCU06661 and NCU03967, which encode for 60S ribosomal protein L22 and VIVID (VVD) proteins, respectively. Amino acids skipped in the alternative splice isoforms are highlighted in red. (PDF 43.2 kb)

Additional file 11: Figure S6. NEUTRA tool. (A) Selected statistics and expression profiles of the gene entry *frequency* (NCU02265) generated by “Search by Gene” tool. Circadian expression profile (left) and time resolved RNAPII Ser2-P ChIP-seq analysis (right) are depicted. (B) Snapshot of the genome browser. The gene model of *vivid* (NCU03967) and the selected datasets are shown. (PDF 76.8 kb)

## Abbreviations

ChIP-seq: Chromatin immunoprecipitation combined with sequencing
CPC: Coding potential calculator
lincRNA: Long intergenic noncoding RNA
lncRNA: Long noncoding RNA
RNA-seq: RNA sequencing

# Supplementary material for: The coding and noncoding transcriptome of Neurospora crassa
**Source:** BMC Genomics. 2017 Dec 19;18:978. doi: 10.1186/s12864-017-4360-8
**Supplement:** Supplementary file 6 — List of the protein-coding genes with antisense expression only

## Slide 1
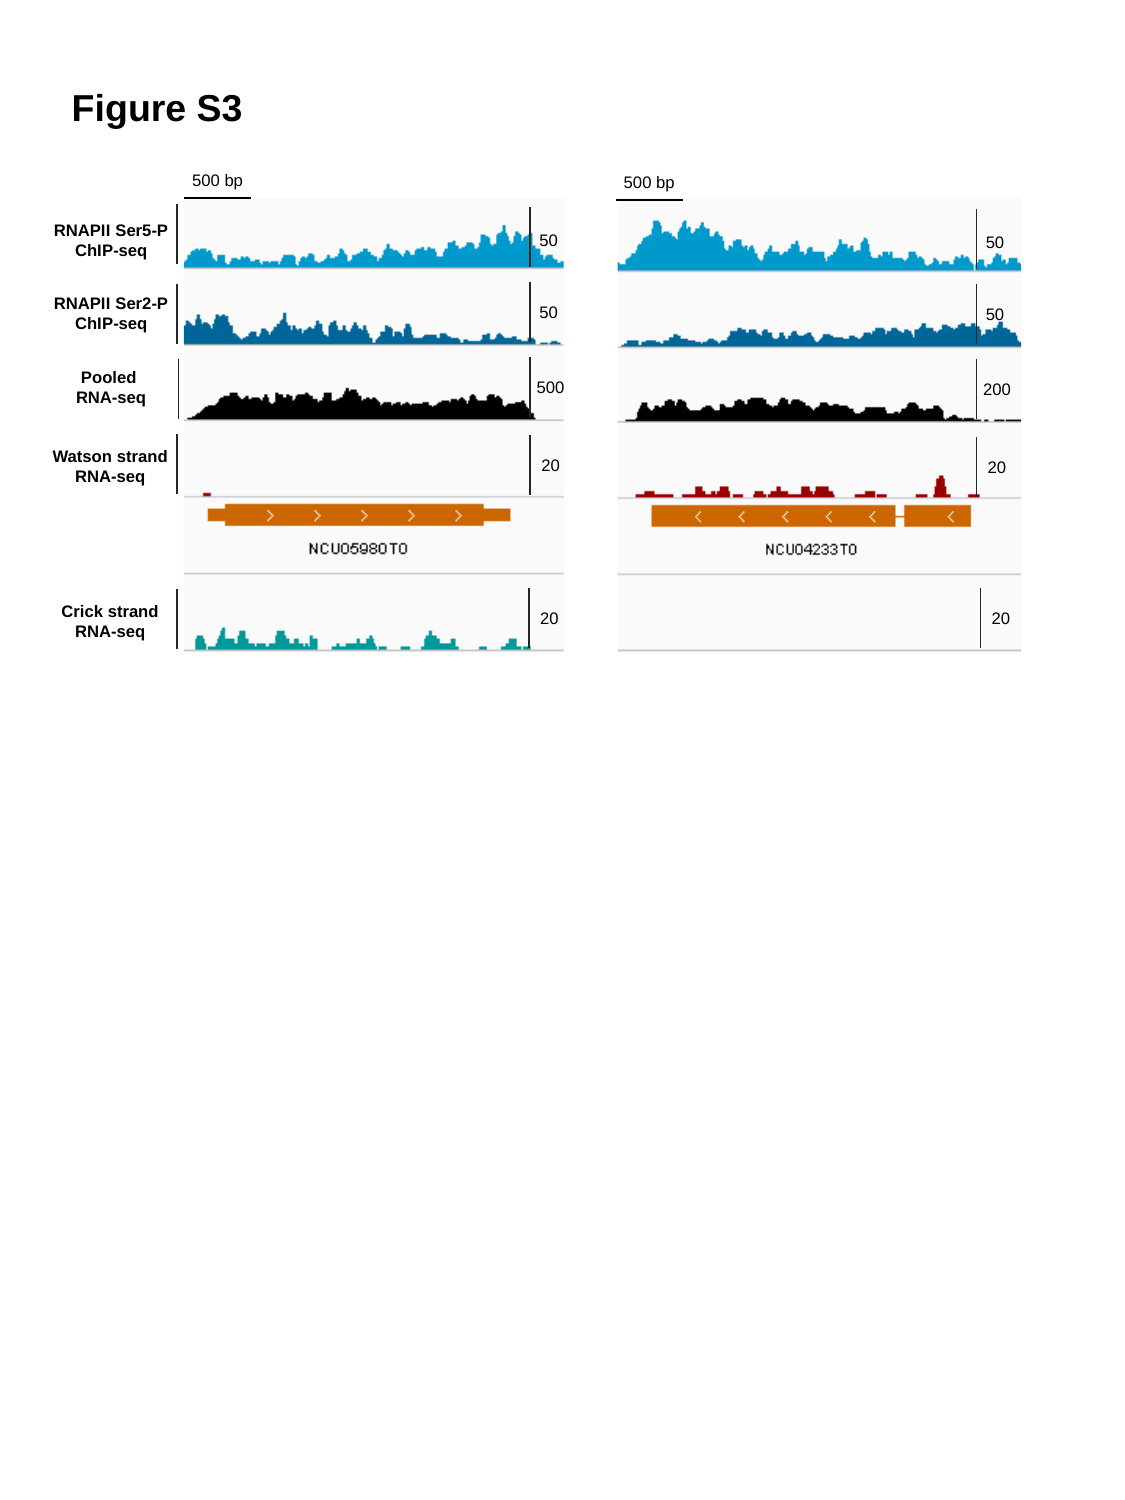

Figure S3
500 bp
50
50
500
20
500 bp
50
50
200
20
RNAPII Ser5-P
ChIP-seq
RNAPII Ser2-P
ChIP-seq
Pooled
RNA-seq
Watson strand
RNA-seq
Crick strand
RNA-seq
20
20

# Supplementary material for: The coding and noncoding transcriptome of Neurospora crassa
**Source:** BMC Genomics. 2017 Dec 19;18:978. doi: 10.1186/s12864-017-4360-8
**Supplement:** Supplementary file 10 — Alternative splicing events in Neurospora. (a) Read count ratios of 577 annotated versus alternative spliced junctions. (b) Examples of protein versions produced by rare splicing events from NCU06661 and NCU03967, which encode for 60S ribosomal protein L22 and VIVID (VVD) proteins, respectively. Amino acids skipped in the alternative splice isoforms are highlighted in red.

# Figure S5

A

In (annotated / alternative splice isoform )

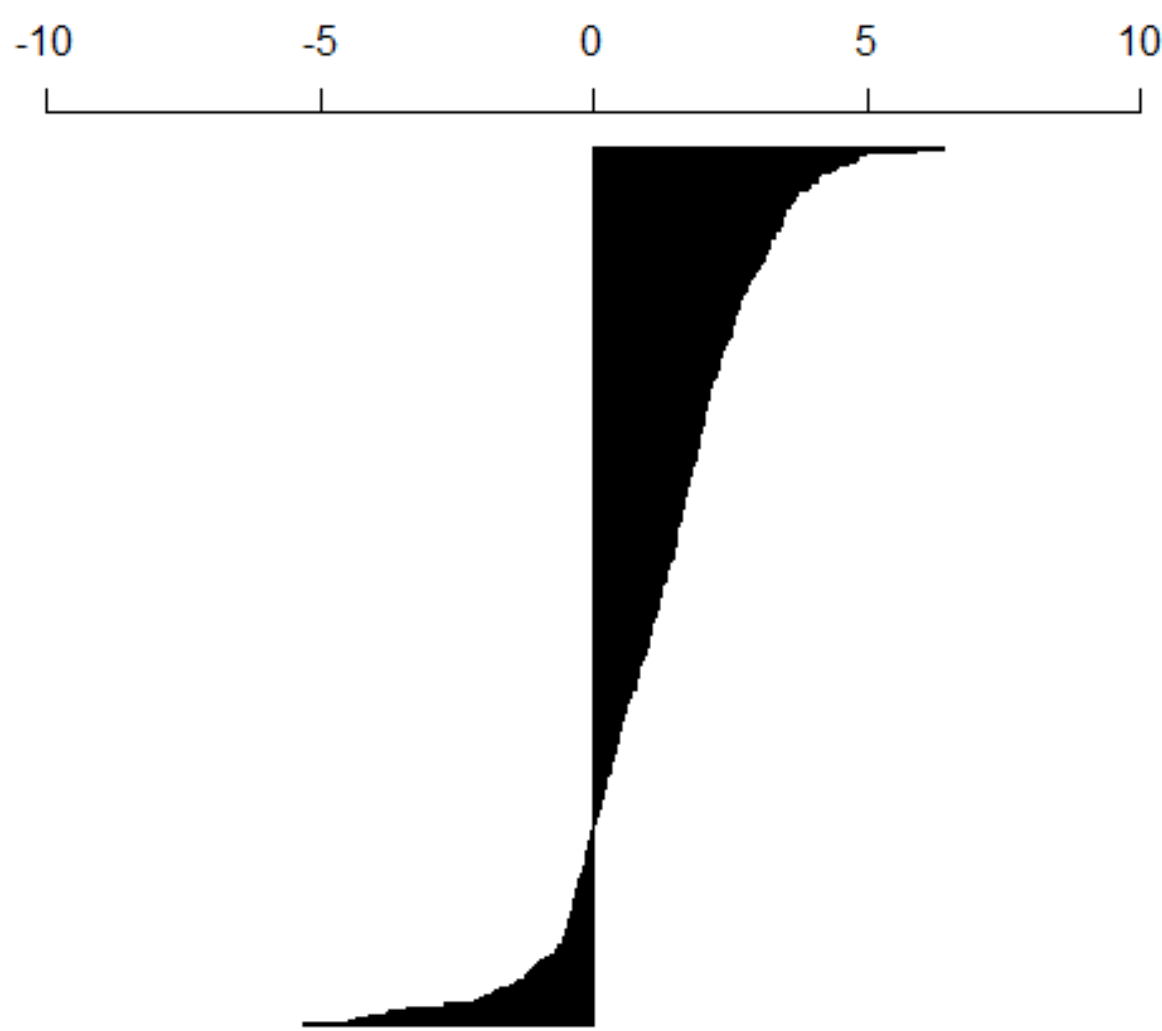

B

60S ribosomal protein L22 (NCU06661)

- Major Splicing Isoform  
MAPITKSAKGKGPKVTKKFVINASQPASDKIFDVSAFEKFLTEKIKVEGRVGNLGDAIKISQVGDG  
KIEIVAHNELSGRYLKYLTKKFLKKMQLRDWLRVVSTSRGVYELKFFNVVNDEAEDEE
- NCU06661 Minor Splicing Isoform  
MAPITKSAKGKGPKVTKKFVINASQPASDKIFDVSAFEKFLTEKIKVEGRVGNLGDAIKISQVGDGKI  
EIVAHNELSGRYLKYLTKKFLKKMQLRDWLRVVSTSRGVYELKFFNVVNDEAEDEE

VIVID (NCU03967)

- Major Splicing Isoform  
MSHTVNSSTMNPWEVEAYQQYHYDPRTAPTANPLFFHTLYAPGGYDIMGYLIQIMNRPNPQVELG  
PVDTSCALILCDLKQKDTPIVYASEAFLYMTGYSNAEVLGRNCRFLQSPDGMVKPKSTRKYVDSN  
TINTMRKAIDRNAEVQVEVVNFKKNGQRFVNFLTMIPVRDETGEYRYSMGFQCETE
- NCU03967 Minor Splicing Isoform  
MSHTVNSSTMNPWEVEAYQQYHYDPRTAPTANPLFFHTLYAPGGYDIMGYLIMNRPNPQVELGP  
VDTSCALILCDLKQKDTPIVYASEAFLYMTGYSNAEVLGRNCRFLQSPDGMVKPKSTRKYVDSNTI  
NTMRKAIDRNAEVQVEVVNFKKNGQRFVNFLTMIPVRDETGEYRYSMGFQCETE

# Supplementary material for: The coding and noncoding transcriptome of Neurospora crassa
**Source:** BMC Genomics. 2017 Dec 19;18:978. doi: 10.1186/s12864-017-4360-8

# Figure S6

A

## NEUTRA (*Neurospora crassa* Transcriptome Tool)

| ID       | START   | STOP    | STRAND | NAME      | CHROMOSOME | PFAM_DETAIL | NAME_SHORT | DETAIL |
|----------|---------|---------|--------|-----------|------------|-------------|------------|--------|
| NCU02265 | 1119142 | 1122111 | -      | frequency | 7          |             |            |        |

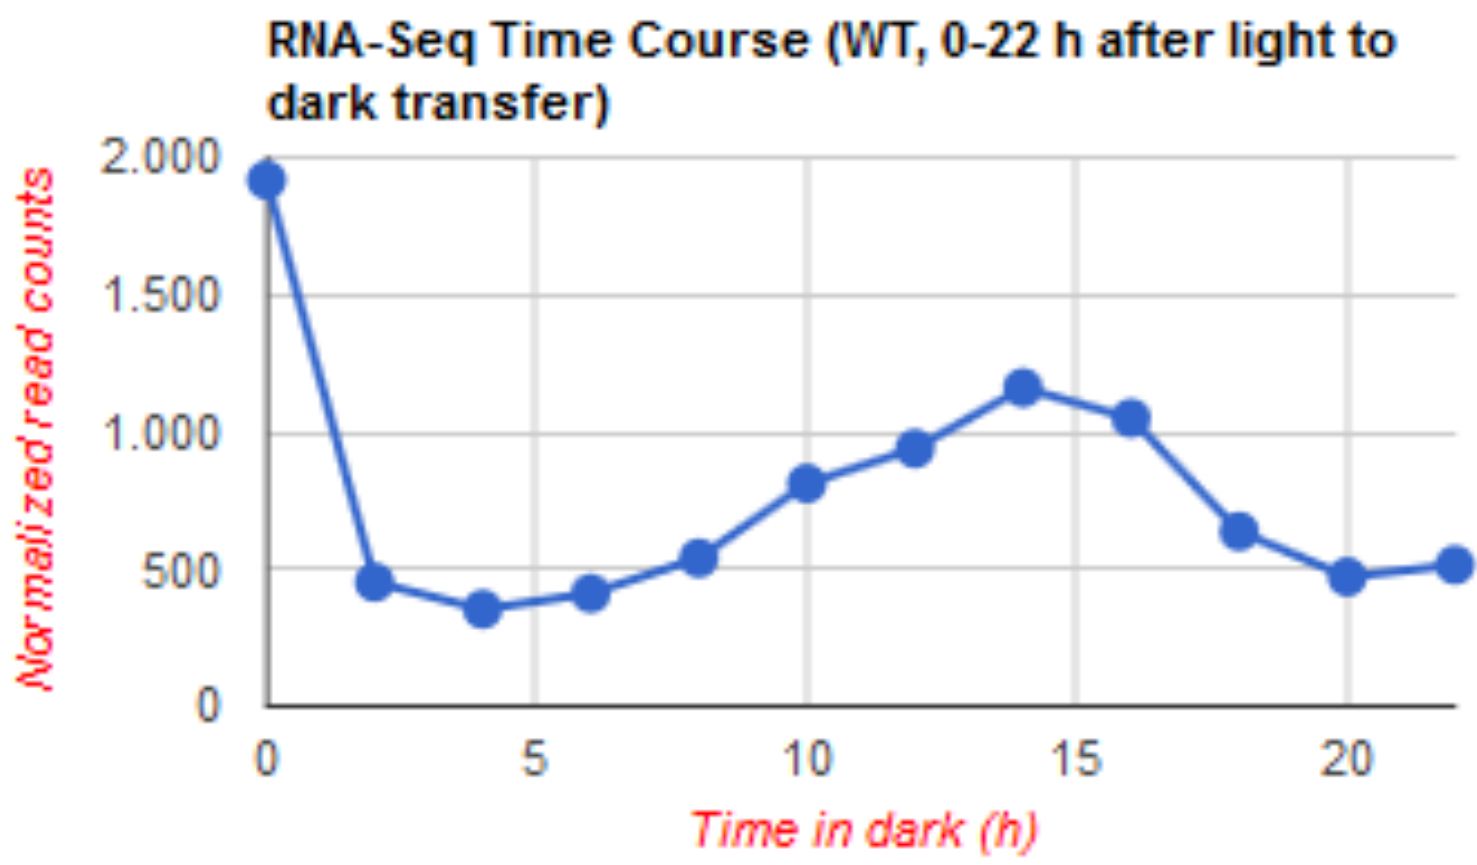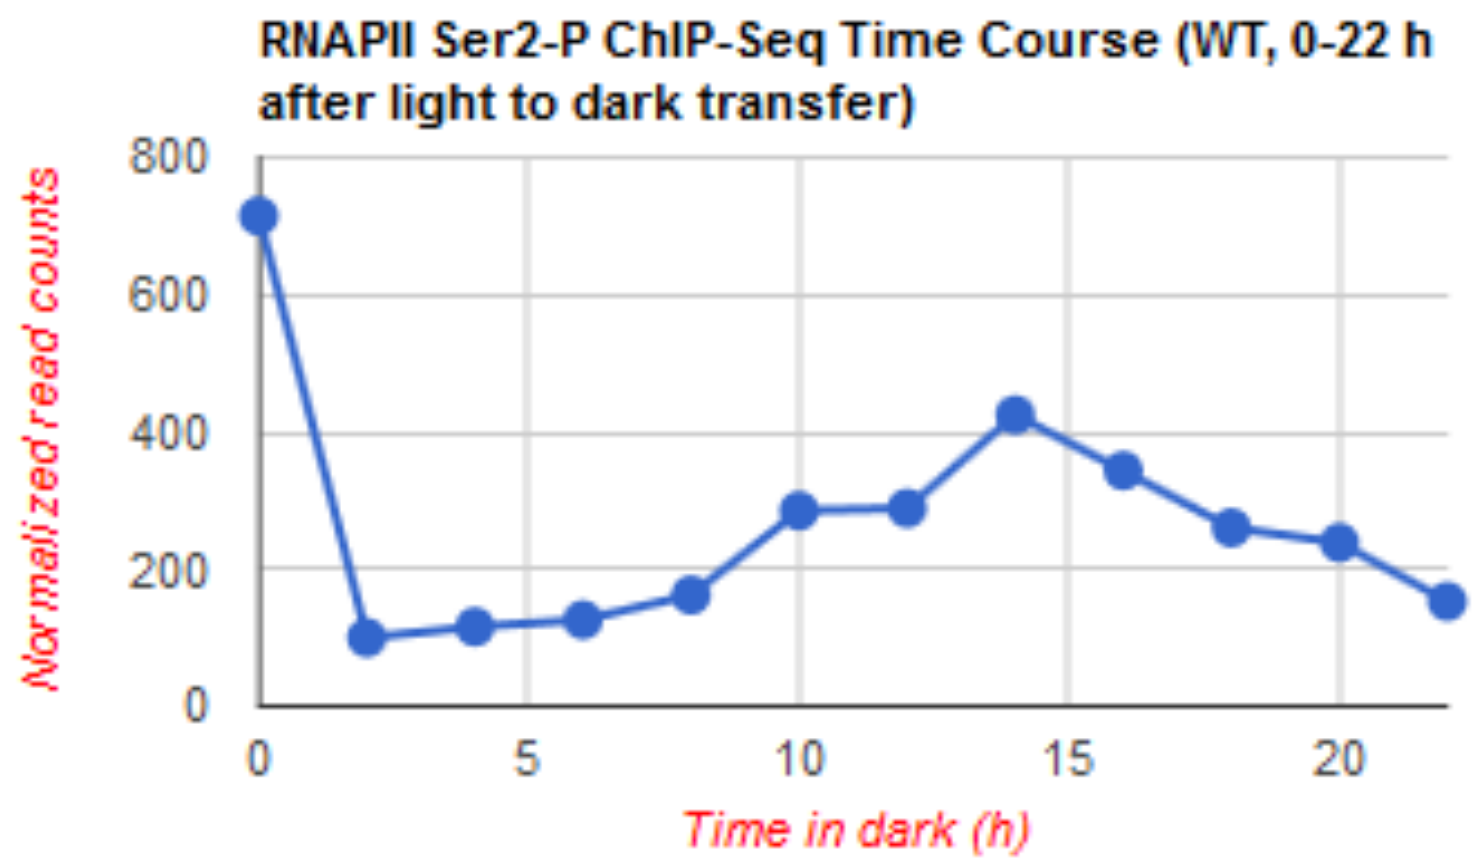

B

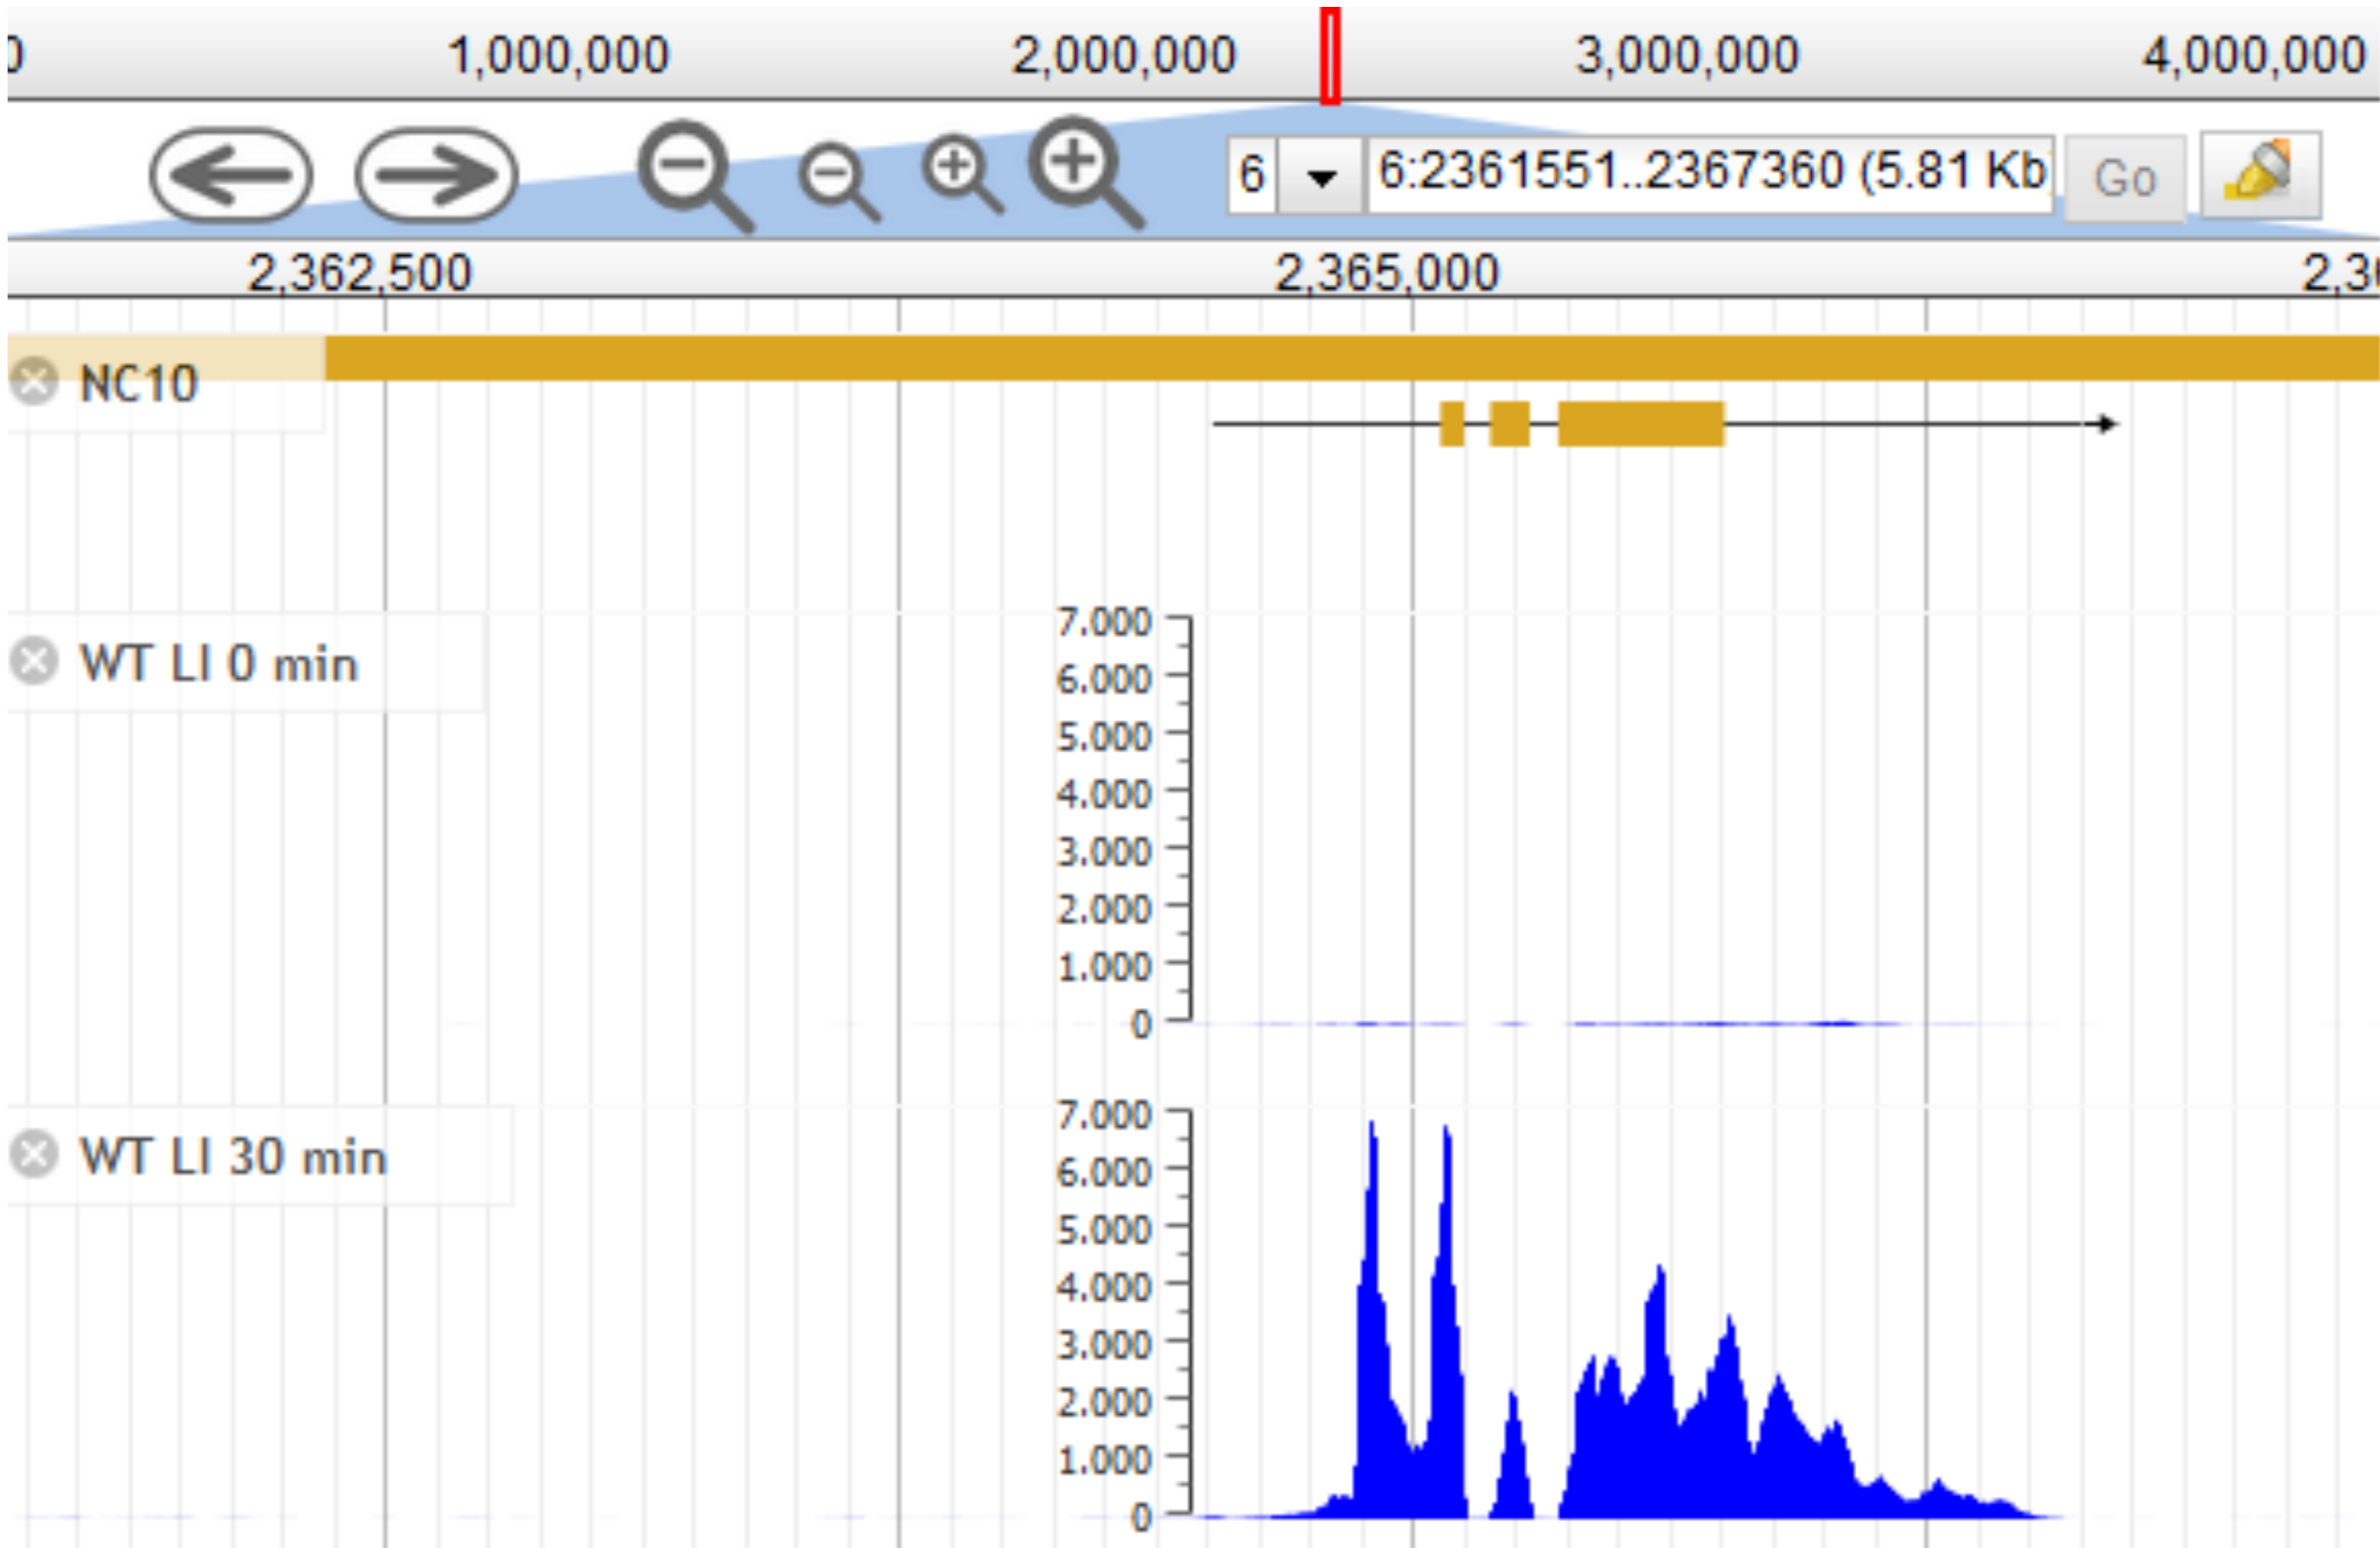

**Supplement:** Supplementary file 11 — NEUTRA tool. (A) Selected statistics and expression profiles of the gene entry frequency (NCU02265) generated by “Search by Gene” tool. Circadian expression profile (left) and time resolved RNAPII Ser2-P ChIP-seq analysis (right) are depicted. (B) Snapshot of the genome browser. The gene model of vivid (NCU03967) and the selected datasets are shown.

How the deposited data were processed for this re-analysis (not part of the article)

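The processed files of 8 samples were analyzed. These are 4 strand-specific RNA-seq libraries of *wt* (dark for 24 h and then 0, 30, 60 or 120 min of light), 3 RNA-seq libraries from constant light for 48 h (*wt*, Δ*wc1* and Δ*wc2*), and the list of lincRNA genes with their polysome values (dark for 22 h, all time points pooled). Each condition has 1 library. The condition of each sample was taken from its labels.

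For the strand-specific libraries, the authors mapped the reads to NC10 with Bowtie and deposited raw counts per gene from HTSeq, in separate files for the sense and the antisense strand. For the constant light libraries, the authors deposited raw counts per exon. The paper and its supplementary files do not state how the reads of these 3 libraries were mapped and counted. The polysome values were deposited as the natural log of the read count, which the authors had normalized by the total count and by the length of the transcription unit. The supplementary tables of the paper gave the positions of the antisense RNAs, the lincRNA genes and the splice junctions. Gene names, gene lengths and neighboring genes came from the RefSeq annotation of NC12, in which 9215 of the 9733 counted genes (94.7%) have a length. That table gives no strand. Antisense starts were therefore compared with it only through the NC12 positions and strands of Table S3.

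Counts of the strand-specific libraries were divided by the total reads stated in the paper, relative to their mean, and counts of the constant light libraries by their summed exon counts. A gene was called light-induced when its normalized count was more than 2-fold above the dark library at 30, 60 or 120 min, with at least 10 reads in that light library and no pseudocount. An antisense-only gene needed fewer than 1 sense read and more than 1 antisense read per 50 bp in the dark and at 30 min. Intervals of ratios of read counts are exact (Clopper-Pearson, 95%). They compare 2 libraries and not 2 conditions. Shares have Wilson 95% intervals, and medians and correlations have percentile intervals from 1000 bootstrap samples with a fixed seed of 1. Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 bins. No p-value was calculated across genes, since each condition has 1 library and genes are not replicates.

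The text names the genes that the paper names, the targeted genes, *frq* and *vvd*, and the 3 genes with the largest change on each strand or in both libraries labelled Δ*wc1* and Δ*wc2*. The latter needed at least 100 reads and an interval of the ratio that lies beyond 2-fold. This rule was set without knowledge of the values. Outside the rule, the text names the genes with the most reads in constant light, a light-induced neighbor of a named gene, the gene with the most antisense reads per 50 bp among those left outside Table S3, and genes whose junction reads exceed their antisense counts. NCU06661, which the paper names for a splice isoform, is not reported, since alternative splicing was not analysed here.

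The induction rule was tested on simulated data with the depths of the 4 strand-specific libraries. With 200 of 9733 genes changed 4-fold, 100% of them were recovered on the sense strand and 94 unchanged genes were called. With no gene changed, 86 genes were called. Among 1007 antisense counts, 100% were recovered and 43 unchanged ones were called, and 43 were called with no change. Where the lower bound of the interval also had to exceed 2, 98.5% were recovered on the sense strand and 84% on the antisense strand, and 0 unchanged genes were called.

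The alternatives concerned the normalization (reads assigned to genes, all alignments in the files, median-of-ratios factors, TMM factors), the minimum count, the pseudocount, the induction rule, the scale and length correction of correlations, the counting region, the overlap filter, the strand ratio and the set of genes. TMM factors were calculated with edgeR 4.0.16 in R 4.3.3. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

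Of the 1056 genes in Table S3, 49 have identifiers that do not occur in the deposited counts and were left out. The pooled RNA-seq, the RNAPII ChIP-seq and the histone data that the paper also describes were not used here, so the detection of transcription units was not repeated.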

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

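The tests of the exon line of *wc-1* were chosen only after the result was seen.

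In the library labelled Δ*wc1*, 1287 reads lie on the second exon line of *wc-1*, against 244 in *wt*. The paper does not discuss the exon counts of these libraries. A difference in depth between the libraries cannot produce this excess, since the library labelled Δ*wc1* is the shallower, and the normalized ratio of the line was 6.16. A mislabelled sample was tested by the first exon line, which would be nearly empty in another library, and it had 3 reads in the library labelled Δ*wc1* against 88 in *wt* and 63 in the library labelled Δ*wc2*. A candidate explanation is transcription from a part of the locus that is left in the strain. It was not tested, since the exon lines have no coordinates, and neither was a difference between library batches.

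Outside the genes of Table S3, 478 genes had more than 1 antisense read per 50 bp in the dark and at 30 min, which is a signal at genes that the paper does not discuss. Sense reads copied onto the antisense strand would place most of them near the strand ratio of highly expressed genes, and 0.418% lay at or below 3 times that ratio. Ends of close neighboring genes remain as a candidate explanation, since 96.4% of the 478 genes lie within 500 bp of another protein-coding gene, against 65.1% of all genes with a length. The share of 57.4% among the genes of Table S3 over the same limit is no independent comparison, since the authors had filtered that table for close genes. After removal of such genes, 17 remained, of which NCU07222 had the most antisense reads per 50 bp in the dark (547 reads, and 2512 at 30 min). Of the 478 genes, 87.7% overlap another protein-coding gene. The share was 21.3% for the genes of Table S3 over the same limit, which the authors had already filtered. The paper describes a filter against overlapping protein-coding genes. Whether it removed the close or overlapping genes of this set was not tested. No biological explanation was tested.

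Of 726 light-induced genes with at least 10 reads in *wt* in constant light, 158 were more than 2-fold lower in both libraries labelled Δ*wc1* and Δ*wc2* (21.8%), against 5.21% of all 8441 genes with that minimum. The paper does not report on these libraries beyond its website. The median log2 ratio of the light-induced genes lay at percentile 0 of the random lists in both libraries under median-of-ratios factors, and again at 0 in both with the *wt* library thinned to the depth of the other. The random lists come from the same libraries and move with the light-induced genes. A few genes taking most of the counts, or a difference in depth between the libraries, would shift all genes of a library alike and so cannot by scaling place the light-induced genes below the others. The values of 0 follow from this and are no separate evidence. Differences between library batches were not tested. The summed count of *wc-1* goes against the label Δ*wc1*, although its first exon line had 3 reads in that library against 88 in *wt*. With 1 library per strain, the lower level of light-induced genes may therefore reflect the strains or these cultures, and no choice between them is possible from these data.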

How the results depend on the processing

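The alternatives were chosen before the data were examined, apart from the all-alignments depth, the tabulated counts in the correlations, the subtraction of the strand ratio and all alternatives for the numbers of genes higher in constant light, which were chosen after seeing the data. Of 103 alternative values of the results at the claims, 65 stayed within the interval of the reported value, or within 1.5-fold for numbers of genes, 32 moved outside it and 6 changed sign. The cause was not tested for any of these. For the 30 min to dark ratios of NCU08770, *con-6*, *con-10*, *vvd* and *frq* on the sense strand and of NCU00551, *al-1* and *frq* on the antisense strand, 45 of 46 alternatives stayed within it, most of them changes of depth that move all genes alike. The exception was the antisense ratio of *al-1*, which was 0 after subtraction of 3 times the strand ratio. Ratios of other genes in the text and the median antisense width were not recomputed under alternatives. No paired analysis was possible because each condition has 1 library.

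The number of light-induced coding genes was 1347 with no minimum count, 452 with a lower bound above 2 and 402 with more than 2-fold at 2 or more light time points. The number of light-induced antisense RNAs was 153 with at least 50 reads, 213 with a pseudocount of 5 reads, 103 with a lower bound above 2, 197 with 2 or more light time points and 163 after subtraction of 3 times the strand ratio. The median of 7 dark reads limits these ratios.

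The share induced at 30 min was 68.0% with median-of-ratios and 68.6% with TMM factors, 51.6% with a pseudocount of 5 reads, 66.0% with a lower bound above 2, 86.3% with 2 or more light time points, 52.8% after subtraction of 3 times the strand ratio, and 25.5% when the count had to be highest at 30 min. The share with an induced sense transcript was 31.4% with at least 50 reads, 27.7% with a pseudocount of 5 reads and 42.7% with a lower bound above 2. Their number was 44 with a lower bound above 2, 43 with 2 or more light time points and 36 after subtraction of 3 times the strand ratio.

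Per 50 bp, the median log2 ratio of antisense to sense counts was -2.43 in the dark and -2.21 at 30 min. At 60 and 120 min it was -2.02 and -1.92. The antisense counts cover the whole gene but were divided by the width of the listed fragment, which raises these ratios. The correlation of the strands in the dark was -0.000904 on the linear scale, -0.38 as Spearman's rho and -0.0738 per 50 bp, and it changed sign with the tabulated counts of the paper, to 0.0015, and with these per 50 bp, to 0.17. At 30 min it changed sign on the linear scale (0.11), per 50 bp (0.12), with the tabulated counts (0.0072) and with these per 50 bp (0.16).

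Within 500 bp of the 3′ end lay 63.0% of the antisense starts. With fewer than 0.5 sense and more than 2 antisense reads per 50 bp, 73 antisense-only genes remained. Under median-of-ratios factors, the median log2 ratio of light-induced genes was -0.38 in the library labelled Δ*wc1* and -0.45 in the library labelled Δ*wc2*.

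For the length and distance of lincRNA genes, the confident subset of the supplementary table is the deposited list itself, so this alternative could not change the values.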

Differences from the paper's values

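Alternatives are named by what replaced the settings of the reported value. Those set before the data were examined come first in each paragraph.

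The paper states 179 light-inducible antisense transcripts, and 329 met the rule here. Within 1.5-fold of the paper's value were the numbers with at least 50 reads in the light library (153), with a pseudocount of 5 reads (213) and with more than 2-fold at 2 or more light time points (197). Not within it were those with reads assigned to genes as the depth (318), median-of-ratios factors (341), TMM factors (338), no minimum count (342), a pseudocount of 1 read (301), a lower bound above 2 (103), the tabulated counts of the paper (342) and only the 826 pairs (310). After subtraction of the strand ratio of highly expressed genes, or of 3 times that ratio, the numbers were 239 and 163, also within 1.5-fold, and both settings were chosen after seeing the values. With all alignments in the files as the depth, a setting also chosen after seeing the values, it was 334.

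The paper states that 35% of the light-induced antisense RNAs have an induced sense transcript, and the share here was 21.3%. Within 1.5-fold were the shares with TMM factors (23.4%), no minimum count (23.4%), at least 50 reads (31.4%), a pseudocount of 5 reads (27.7%) and a lower bound above 2 (42.7%). Not within it were those with reads assigned to genes as the depth (20.1%), median-of-ratios factors (23.2%), a pseudocount of 1 read (22.6%) and more than 2-fold at 2 or more light time points (21.8%). Subtraction of the strand ratio and of 3 times that ratio, chosen after seeing the values, gave 22.2% and 22.1%, which are outside.

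For the correlation of sense and antisense levels, the paper states 0.22 in the dark and 0.31 in light, and the values here were -0.32 in the dark and -0.17 at 30 min. None of the alternatives set before the data were examined closed either gap. These were the linear scale (-0.000904 and 0.11), Spearman's rho (-0.38 and -0.21), counts per 50 bp (-0.0738 and 0.12) and all genes of Table S3 (-0.36 and -0.20). With the tabulated counts of the paper per 50 bp, the correlation was 0.17 in the dark and 0.16 at 30 min. This setting was chosen after seeing the values. Both correlations have the sign of the paper's values and lie below them. No interval is given for them, so whether the gap in the dark closes is left open.

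The paper shows NCU04262 as a gene without antisense transcription, whereas its Table S3 lists a fragment of 51 bp for this gene on chromosome 5 from 5404000 to 5404050. The deposited counts hold 2 antisense reads in the dark and 13 at 30 min, which are 0.0857% and 0.353% of its sense counts. Both are within 3 times the strand ratio of their library, so these reads cannot be told apart from misassigned sense reads and do not speak against the paper.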

Other observations

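The tests in this part were chosen before the results they measure were seen, but the number of simulated calls was set against the excess over the paper's number only afterwards.

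More antisense RNAs met the 2-fold rule than the paper lists. In simulated libraries with no change, 43 of 1007 antisense counts met the rule, against 329 observed and 179 in the paper. With at least 50 reads in the light library 153 remained. For the same libraries, the tabulated counts of the paper gave 342 under the rule. Counting noise in shared libraries thus cannot by itself explain the excess over the paper's number. It may account for some of the 329 calls. Sense reads copied onto the antisense strand remain possible for a part of them, since 34.7% lie at or below 3 times the strand ratio of highly expressed genes, which is neither most nor few of them. The increase thus cannot be told apart from such reads for these genes. Transcription from light-induced neighboring genes was tested on the 3′ side, where 21.3% of the pairs with a light-induced antisense count have a light-induced neighbor, against 5.87% of the others. Such transcription may therefore account for some of the increase. It can apply on the 3′ side to at most 66 of the 310 pairs with a light-induced antisense count. A light-induced gene lay within 1000 bp of the antisense start for 40 of the 310, against 8 of the 494 others. The share was also higher on the 5′ side, at 13.5% against 7.89%, so the difference is not specific to the 3′ side.

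Across the pairs of Table S3, sense and antisense counts per gene were negatively correlated on the ln scale (-0.32 in the dark and -0.17 at 30 min). Per 50 bp, the correlation of the same pairs was -0.0738 in the dark and 0.12 at 30 min. The negative correlation thus depends on the length correction. The detection rule requires reads on each strand and may select for this. Over all 5580 genes with a read on each strand in the dark, Pearson's correlation was -0.0774, close to 0. This set also requires a read on each strand, and the pairs alone gave a similar value per 50 bp. The comparison therefore cannot decide whether selection of the genes plays a part, which remains as a candidate explanation. No biological explanation was tested.

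Both strands of *frq* rose in light. At 30 min, the ratio to the dark was 4.58 (4.01 to 5.24) on the sense and 4.98 (4.20 to 5.95) on the antisense strand. At 60 min it was 3.601 (3.16 to 4.12) and 5.56 (4.70 to 6.62), with intervals that do not overlap, and at 120 min 3.84 (3.34 to 4.42) and 3.92 (3.27 to 4.72). The intervals cover counting error only, and the difference between the strands was not tested.

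In all 4 strand-specific libraries, 666 of the 9733 genes had no sense read.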
